# Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast

**DOI:** 10.1101/gr.225615.117

**Published:** 2018-02

**Authors:** Vahid Aslanzadeh, Yuanhua Huang, Guido Sanguinetti, Jean D. Beggs

## Abstract

The functional consequences of alternative splicing on altering the transcription rate have been the subject of intensive study in mammalian cells but less is known about effects of splicing on changing the transcription rate in yeast. We present several lines of evidence showing that slow RNA polymerase II elongation increases both cotranscriptional splicing and splicing efficiency and that faster elongation reduces cotranscriptional splicing and splicing efficiency in budding yeast, suggesting that splicing is more efficient when cotranscriptional. Moreover, we demonstrate that altering the RNA polymerase II elongation rate in either direction compromises splicing fidelity, and we reveal that splicing fidelity depends largely on intron length together with secondary structure and splice site score. These effects are notably stronger for the highly expressed ribosomal protein coding transcripts. We propose that transcription by RNA polymerase II is tuned to optimize the efficiency and accuracy of ribosomal protein gene expression, while allowing flexibility in splice site choice with the nonribosomal protein transcripts.

Splicing is the process of removing introns from precursor messenger RNAs (pre-mRNAs) and joining adjacent exons to produce spliced mRNA. The excised intron, in the form of a branched lariat, is rapidly debranched and discarded. If genes contain multiple introns, alternative splicing pathways can give rise to distinct mRNA and protein isoforms by using alternative splice sites or by including or excluding particular exons. In human cells, ∼95% of transcripts are alternatively spliced, thereby greatly expanding the coding capacity of the genome (Kornblihtt et al. 2013). Moreover, alternative splicing events that introduce translational stop codons in mRNAs are generally coupled with nonsense-mediated decay (NMD) to down-regulate that spliced isoform, offering an additional layer of gene expression regulation (Lewis et al. 2003; Sayani et al. 2008; Kawashima et al. 2014). In *Saccharomyces cerevisiae* (budding yeast) only ∼5% of genes contain an intron, although they produce ∼27% of total mRNA, because many intron-containing genes are highly expressed (Ares et al. 1999). There is extensive evidence that in both metazoans and budding yeast, the process of splicing occurs as soon as the intron is transcribed and before transcription termination, that is, cotranscriptionally (Alexander et al. 2010b; Ameur et al. 2011; Carrillo Oesterreich et al. 2016). As a result of splicing being cotranscriptional, RNA polymerase II (RNAPII) elongation rate can influence splicing. According to one model, referred to as the “kinetic coupling” model, variations in RNAPII elongation rate can alter the time available, or the “window of opportunity” for upstream splice sites to be recognized before competing downstream splice sites are produced (Roberts et al. 1998; de la Mata et al. 2003; Kornblihtt 2007; Naftelberg et al. 2015; Saldi et al. 2016). Consistent with this model, it was shown that the RNAPII elongation rate is tuned by different elongation factors and other barriers like chromatin structure, which thereby impact splicing decisions (Kornblihtt 2007; Naftelberg et al. 2015; Saldi et al. 2016). The coupling process is not unidirectional; splicing can also modulate transcription elongation (Brinster et al. 1988; Fong and Zhou 2001; Furger et al. 2002; Kornblihtt et al. 2004; Alexander et al. 2010b).

Transcription elongation mutants that transcribe faster or slower than normal, or chemical inhibitors that reduce the rate of elongation, have been used to study the importance of kinetic coupling and its consequences for splicing outcome (de la Mata et al. 2003; Howe et al. 2003; Ip et al. 2011; Braberg et al. 2013). Studies with mammalian cells have shown that changes in elongation rate impact upstream versus downstream alternative splice site selection and exon inclusion versus exclusion rates in an exon- or intron-specific manner that is not readily predictable. In cultured human cells, slow RNAPII was observed to promote inclusion of the alternatively spliced fibronectin EDI exon (de la Mata et al. 2003) but caused skipping of exon 9 in a CFTR minigene transcript due to more effective recruitment of a negative splicing factor to the 3′ splice site (SS) of the affected exon (Dujardin et al. 2014). Indeed, a genome-wide study of alternative splicing in human cells revealed that slow elongation can disrupt the rate of cassette exon inclusion and exclusion similarly (Fong et al. 2014). Therefore, altering transcription elongation rate can adjust the time allowed and/or RNA accessibility for effective recruitment of splicing regulatory factors.

According to the “recruitment coupling” model, the local concentration of splicing regulatory factors in the proximity of the pre-mRNA can increase as a consequence of their dynamic association with the transcription machinery or chromatin, thereby modulating splicing (Monsalve et al. 2000; de la Mata and Kornblihtt 2006; Das et al. 2007; Luco et al. 2010; Huang et al. 2012; Dujardin et al. 2014).

Although alternative splicing is a relatively rare event in budding yeast, it is important for the regulated expression of some genes. For example, intron retention in *PTC7* transcripts and alternative splicing of an intron at the 3′ end of *FES1* create mRNAs that code for different protein isoforms (Juneau et al. 2009; Gowda et al. 2016). Also, alternative 5′SS use in *SRC1* transcripts results in different cellular localization of the Src1 protein isoforms, and expression of the *APE2* gene is regulated upon heat shock by alternative 3′SS use (Meyer et al. 2011; Mishra et al. 2011). As alternative splicing requires flexibility in splice site use, not all splice sites have consensus sequences. Splicing quality control mechanisms are thought to monitor the configuration of substrate RNAs in splicing complexes to determine whether appropriate splice site sequences have been selected (Semlow and Staley 2012). As most splicing occurs cotranscriptionally, quality control mechanisms should also function cotranscriptionally, raising questions as to whether aspects of transcription could affect splicing quality control.

Here, we investigate the effect of different transcription elongation speeds on various splicing characteristics in *S. cerevisiae*. Following very brief metabolic labeling of RNA with 4-thiouracil (4tU), we isolate newly synthesized RNA (Barrass et al. 2015) and monitor transcription and splicing at high temporal resolution in yeast cells with fast and slow RNAPII mutants. We also assess cotranscriptional splicing by measuring coprecipitation of the spliced mRNA and excised intron that are associated with RNAPII. By using deep RNA sequencing, we determine for the first time how transcription elongation mutants affect splicing fidelity and alternative splicing in budding yeast.

## Results

### Altering transcription elongation rate changes the amount of nascent RNA that is spliced cotranscriptionally

To gain further insight into the coupling between splicing and transcription, we examined the splicing of newly synthesized transcripts produced by RNAPII elongation mutants that transcribe faster (*rpb1-G1097D*) or slower (*rpb1-H1085Y*) than the wild type (WT; *RPB1*) (Kaplan et al. 2012). The mutations reside in the trigger loop of the large subunit, a mobile domain that is responsible for substrate selection and catalysis. The *rpb1-G1097D* allele has been determined to result in approximately four times faster elongation in vitro, whereas the *rpb1-H1085Y* allele results in about eight times slower elongation in vitro, and both mutant alleles reduce the growth rate compared to WT (Supplemental Fig. S1; Kaplan et al. 2012).

Splicing efficiency is generally determined by measuring levels of spliced and unspliced RNAs at steady state (Braberg et al. 2013). However, the level of these RNA species is determined by the rates of transcription and degradation as well by the efficiency of splicing. By briefly labeling RNA with 4tU, we could affinity-select nascent, thiolated RNA using streptavidin beads. This method enables capture of the majority of short-lived RNA species, including unspliced pre-mRNAs before they are degraded (Barrass et al. 2015). By analyzing the nascent RNA by reverse transcription-quantitative PCR (RT-qPCR), we followed the kinetics of splicing for three well-expressed intron-containing genes: *RPL39*, *RPL28*, and *ACT1* (Fig. 1A). In the fast mutant, we observe an initial rapid increase in the pre-mRNA/mRNA ratio, indicating that pre-mRNA was synthesized faster than it was removed by splicing (Fig. 1B). After 2.5 min, this ratio declined gradually toward the steady-state level. Conversely, with the slow mutant, transcripts were spliced before they accumulated to a significant level such that the pre-mRNA/mRNA ratio was initially less than for the WT RNAPII even in the case of *RPL28* transcripts that splice slowly (Barrass et al. 2015).

**Figure 1.**
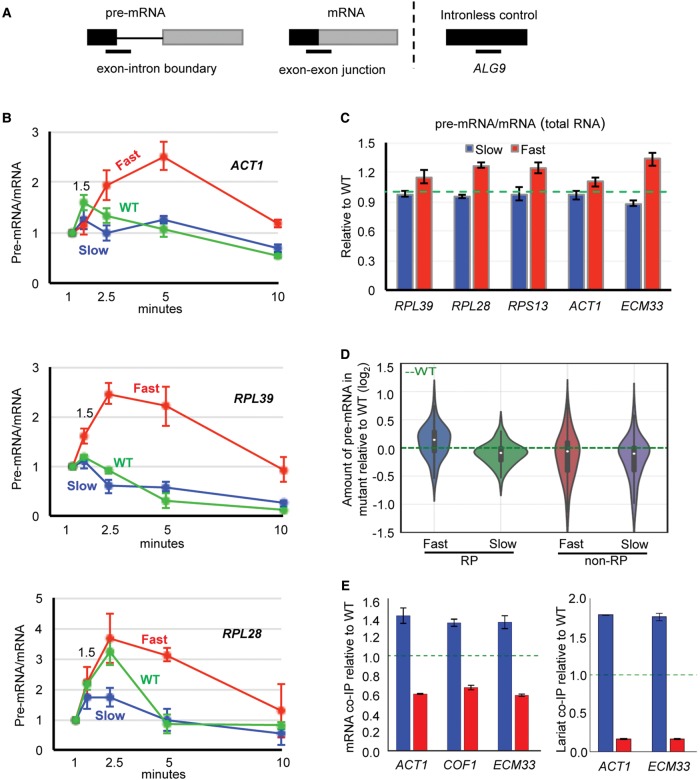
Fast elongation reduces and slow elongation enhances cotranscriptional splicing. (*A*) Diagram showing the location of RT-qPCR amplicons (lines *below*) for measuring pre-mRNA (exon–intron boundary at the 5′SS) and mRNA (exon–exon junction) levels. Black and gray boxes represent exons of intron-containing transcript or coding sequence of intron-less transcript (*ALG9*). (*B*) RT-qPCR results showing pre-mRNA/mRNA ratio for *ACT1*, *RPL39*, and *RPL28* in fast (red), slow (blue), and WT (green) strains. To correct for amount of input RNA, values for pre-mRNA and mRNA were separately normalized to an intron-less transcript (*ALG9*) in the same sample. 4tU labeling was performed for 1, 1.5, 2.5, 5, and 10 min (*x*-axis), with all values plotted relative to the 1-min value. (*C*) Pre-mRNA/mRNA ratio of steady-state RNA for fast and slow mutants relative to WT (green dotted line). Error bars, at least three biological replicates. (*D*) Amount of pre-mRNA in the fast and the slow mutant relative to WT for RP and non-RP transcripts, measured by DICEseq (Huang and Sanguinetti 2016) from RNA sequencing data. (*E*) Fold enrichment of mRNA (*left*) and lariat-intron (*right*) association with RNAPII, in slow (blue) or fast (red) mutants relative to WT (green dotted line), measured by RT-qPCR. To correct for differences in the amount of RNA pull down, values for mRNA and lariat were separately normalized to RT-qPCR values for an intron-less transcript (*ALG9*). Error bars, three biological replicates.

We also measured the pre-mRNA/mRNA ratio by RT-qPCR of several intron-containing transcripts in total (steady-state) RNA, again finding a higher ratio than WT (indicating intron retention) with the fast mutant and lower for the slow mutant (Fig. 1C). Next, we performed RNA sequencing and measured steady-state splicing efficiency transcriptome-wide. 

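RNA was taken from 3 strains in log phase, with 2 biological replicates of each. All of them lack UPF1, a factor of nonsense-mediated decay, so that spliced RNAs with a premature stop codon are not removed by that pathway. They carry either WT RPB1, the gene of the largest subunit of RNA polymerase II, or one of its alleles rpb1-G1097D (fast) and rpb1-H1085Y (slow). Total RNA was sequenced in strand-specific paired-end libraries, and the authors aligned the reads to the R64 genome with STAR. They then counted reads per gene with the dice-count function of DICEseq, which sorts read pairs by where they lie: in an exon, across an exon–intron boundary, inside the intron, across the spliced junction, or over the whole intron. These tables hold raw counts for 86 RP genes and 226 non-RP genes. On these genes the 6 libraries hold 10610833 and 9666588 reads in WT, 11033195 and 10916824 in fast, and 7682741 and 10333540 in slow. As whole libraries the slow ones were the largest, at 1.19 and 1.30 times the total of the first WT library, taken from counts and FPKM values. Reads on a boundary or inside the intron were taken as pre-mRNA and reads across the junction as mRNA, as in the paper's methods. The pre-mRNA reads came to 559397 and 544652 in WT, 555750 and 602008 in fast, and 329184 and 500162 in slow. The junction reads came to 2321703 and 2094597 in WT, 2110429 and 2044143 in fast, and 1699602 and 2241609 in slow. A gene was tested when it had at least 10 reads of each kind over the 6 libraries, which kept 250 genes, 86 RP and 164 non-RP. edgeR's quasi-likelihood test then compared the ratio of pre-mRNA to mRNA reads of each mutant with WT, with all libraries in one fit and Benjamini-Hochberg adjustment. The non-RP genes of these tables include 45 genes whose coding parts are joined by a ribosomal frameshift rather than an intron, 9 of them among the genes tested, and 3 mitochondrial intron genes. Leaving out the frameshift genes changed none of the counts of called genes in this test.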

We observe that the effect of the fast mutant to reduce splicing efficiency (more unspliced pre-mRNA) affects mainly ribosomal protein (RP) transcripts, whereas the slow mutant improves splicing efficiency for both RP and non-RP transcripts (Fig. 1D). 

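In the fast mutant, 13 of 86 RP transcripts held more pre-mRNA relative to mRNA than in WT and 3 held less, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of 164 non-RP transcripts, 2 held more and 5 held less. In the slow mutant no RP transcript passed this test (17 at an unadjusted p under 0.05; DESeq2 called 5, all lower), and among non-RP transcripts PRE3, which encodes a proteasome subunit, was lower (19 at an unadjusted p under 0.05; DESeq2 called 4, all lower). The RP genes that rose in the fast mutant encode proteins of both ribosomal subunits. RPS9A (YPL081W; intron on chromosome XVI from 404957 to 405457) went from a pre-mRNA fraction of 86.5% ± 2.01 (SD, n = 2) in WT to 95.6% ± 0.0306, a log2 ratio of 1.75 (standard error 0.215, adjusted p = 0.0070). RPS14A (YCR031C) went from 6.66% ± 0.150 to 15.3% ± 3.06 (log2 ratio 1.33, standard error 0.183, adjusted p = 0.0070), and RPL6A (YML073C) from 8.52% ± 0.475 to 14.7% ± 0.168 (log2 ratio 0.89, adjusted p = 0.0088). RPS13 (YDR064W; intron on chromosome IV from 579479 to 580017), one of the transcripts followed by RT-qPCR, went from 59.4% ± 0.0019 to 71.9% ± 0.0211 in fast (log2 ratio 0.81, adjusted p = 0.0070) and stood at 57.1% ± 0.397 in slow (log2 ratio −0.14, adjusted p = 0.560). RPL28 (YGL103W; intron on chromosome VII from 311016 to 311526) went from 44.8% ± 1.04 to 54.3% ± 1.72 (log2 ratio 0.55, adjusted p = 0.0295), with 41.9% ± 2.31 in slow (log2 ratio −0.17, adjusted p = 0.486). RPL22B, RPL26B, RPS27B, RPL36B, RPL13B, RPS11A, RPS6B and RPL21A rose by log2 ratios of 0.92, 0.81, 0.80, 0.80, 0.78, 0.66, 0.65 and 0.54. Paralogs among these genes may share reads.

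**Figure D1:**
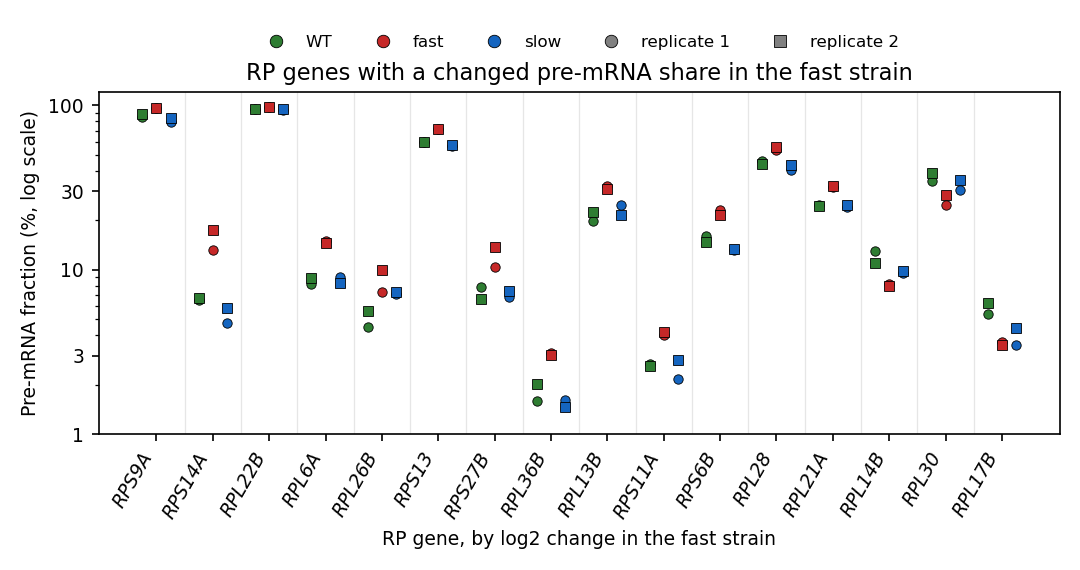
Pre-mRNA fraction (percent of pre-mRNA and mRNA reads, log axis) of the 16 RP transcripts called in the fast mutant, ordered by their log2 ratio, with 1 point per library of WT, fast and slow. In the 13 transcripts that rose both fast libraries lie above both WT libraries, as for RPS13 near 71.9% against 59.4%, and in the 3 that fell they lie below.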

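The RP transcripts that fell in the fast mutant were RPL30, whose protein blocks splicing of its own transcript, RPL17B and RPL14B. RPL30 (YGL030W) went from a pre-mRNA fraction of 36.6% ± 2.97 (SD, n = 2) in WT to 26.5% ± 2.56 (log2 ratio −0.68, standard error 0.165, adjusted p = 0.0413 from edgeR). RPL17B went from 5.85% ± 0.629 to 3.55% ± 0.0921 and RPL14B from 12.0% ± 1.38 to 8.09% ± 0.124. Among non-RP transcripts, PRE3 (YJL001W; intron on chromosome X from 435228 to 435343) fell in both mutants, from 14.97% ± 1.41 in WT to 6.45% ± 0.463 in fast (log2 ratio −1.35, standard error 0.201, adjusted p = 0.0088) and to 6.38% ± 0.533 in slow (log2 ratio −1.37, adjusted p = 0.0318). CMC2, which encodes a mitochondrial protein, fell from 12.0% ± 0.876 to 4.26% ± 0.145 in fast, NBL1, of the chromosomal passenger complex, from 2.87% ± 0.450 to 1.33% ± 0.394, HNT1, a nucleotide hydrolase, from 7.06% ± 1.67 to 3.61% ± 0.332, and RPP1B, a ribosomal stalk protein grouped here with non-RP genes because of its symbol, by 0.54 on the log2 scale. The 2 non-RP transcripts that rose in fast were BI2, an intron-encoded maturase of mitochondrial DNA, and ASC1, a ribosome-bound protein whose intron holds a snoRNA and which was named here after its value was seen. BI2 went from 71.6% ± 3.99 to 86.2% ± 2.98 (log2 ratio 1.33, adjusted p = 0.0418) and ASC1 from 7.58% ± 0.521 to 10.2% ± 0.0869 (log2 ratio 0.48, adjusted p = 0.0413). Mitochondrial reads were nearly absent from the slow libraries, in which BI2 had 20 and 7 reads. With either WT library left out, no transcript of either mutant passed the test (42 and 48 in fast at an unadjusted p under 0.05). The 23 calls in fast became 10 without the second fast library and 11 without either slow library, which share the fit, and 39 by DESeq2. PRE3 in slow was not called without either slow library. With boundary reads alone as pre-mRNA, edgeR in fast did not call BI2 (log2 ratio 0.15, adjusted p = 0.907), RPS27B (adjusted p = 0.185), RPL28 (adjusted p = 0.0523) or RPL21A (adjusted p = 0.0509). With the replicate number as a block, edgeR called no transcript in slow, so that PRE3 lost its call there (smallest adjusted p = 0.0826).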

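Over whole classes, the pre-mRNA fraction of RP transcripts was higher in fast than in WT and lower in slow. The median log2 ratio of the fraction was 0.18 over 86 RP transcripts in fast, with 59 of them higher (interquartile range −0.06 to 0.34; sign-flip permutation p = 1.20e-04, adjusted p = 1.80e-04), and −0.07 over 156 non-RP transcripts, with 66 higher (permutation p = 0.0183, adjusted p = 0.0220). The median of RP transcripts lay 0.24 above that of non-RP transcripts (permutation of class labels, p = 3e-05). In slow the medians were −0.09 over RP transcripts, with 22 higher (permutation p = 3e-05), and −0.15 over 157 non-RP transcripts, with 54 higher (permutation p = 1e-05, the smallest the permutations can give). These slow medians differed by 0.06 (permutation p = 0.293). The median fraction of RP transcripts was 11.5 and 11.3% in the WT libraries, 13.1 and 15.4% in fast, and 9.64 and 10.8% in slow, and that of non-RP transcripts was 20.02 and 20.3%, 17.4 and 17.9%, and 16.7 and 19.3%. Replicates differed by a median log2 of 0.0285 in WT, 0.115 in fast and 0.123 in slow over RP transcripts, and the 4 pairs of a fast and a WT library gave 0.09 to 0.22. The 4 pairs of a slow and a WT library gave −0.15 to −0.02, and the RP median in slow was nearer to 0 than the difference between the slow libraries. A direct comparison of fast with slow called 22 RP transcripts higher in fast and none lower, and 5 non-RP transcripts higher and 2 lower. Genes are not independent replicates, so these permutations describe the genes in these libraries. The non-RP median in fast lost its call on the scale of odds (−0.12, permutation p = 0.121), without the second WT library (p = 0.216) and without the first fast library (p = 0.153). From these ratios, plotted by class in Fig. 1D, the paper concludes that fast elongation lowers splicing efficiency mainly of RP transcripts, whereas slow elongation raises it in both classes.

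**Figure D2:**
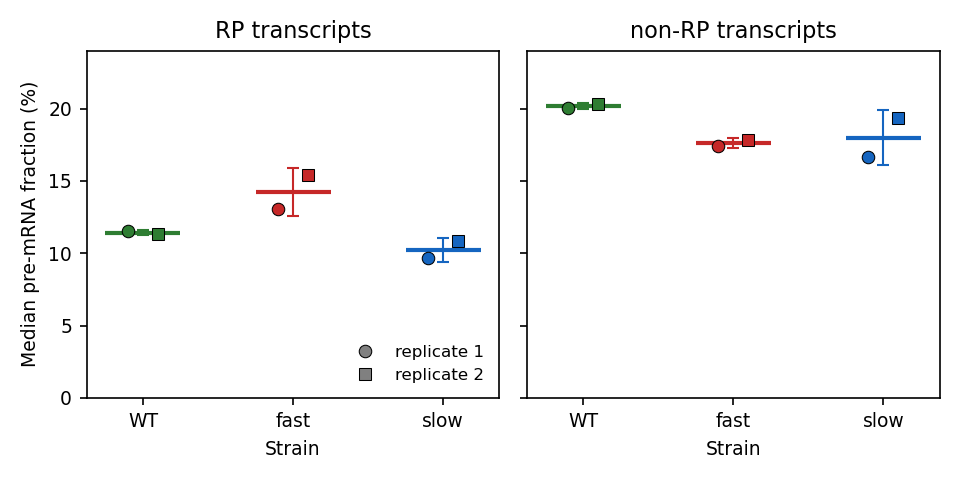
Median pre-mRNA fraction (percent) of RP and non-RP transcripts in each strain, with 1 point per library, a line at the mean and an error bar of 1 SD (n = 2). The RP medians of fast, 13.1 and 15.4%, lie above those of WT, and the slow RP medians, 9.64 and 10.8%, below.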

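Fixed groups of intron-containing genes moved as follows in the ratio of pre-mRNA to mRNA. Of the RP genes, 16 were higher and 3 lower in fast when adjusted over the list alone, none in slow. Set against all other genes the list was higher in fast by camera (adjusted p = 0.0011), which was lost with adjusted p = 0.828 with an estimated correlation. On balance of direction it gave adjusted p = 0.310 by fry, and for change in either direction adjusted p = 0.0011. In slow, camera gave the RP list an adjusted p of 0.662. Of the 6 transcripts the paper followed by RT-qPCR, RPS13 and RPL28 rose in fast, 3 were higher when adjusted over the list alone, and the list as a whole had a camera adjusted p of 0.0990. RPL39 went from 23.8% ± 0.2799 (SD, n = 2) to 31.9% ± 4.91 (log2 ratio 0.58, adjusted p = 0.106). ACT1, encoding actin, had a log2 ratio of 0.20 in fast and 0.16 in slow (adjusted p = 0.547 and 0.724), COF1, encoding cofilin, 0.24 and −0.44 (adjusted p = 0.463 and 0.377), and the cell wall gene ECM33 0.09 and −0.07 (adjusted p = 0.769 and 0.844). With boundary reads alone as pre-mRNA, ECM33 was called higher in fast (log2 ratio 0.85, edgeR adjusted p = 0.0438) and ACT1 had 0.64 (adjusted p = 0.255). Among 6 tested hosts of intronic snoRNAs, ASC1 alone rose in fast (4 higher and 1 lower when adjusted over the list alone). Of 5 genes whose products regulate splicing of their own family, RPL22B rose and RPL30 fell (2 higher and 1 lower when adjusted over the list alone). PRE3 was the member of 8 ubiquitin and proteasome genes that fell, in either mutant. No member passed in either mutant among 7 genes of the actin cytoskeleton, 16 of vesicle traffic, 8 of RNA processing and export and 10 of meiosis, over all genes or adjusted over the list alone. The 8 nuclear genes of mitochondrial proteins held no call over all genes, and 2 were lower in slow when adjusted over the list alone. Their median log2 ratio in slow was −0.89 (camera adjusted p = 0.0165, and adjusted p = 0.828 with an estimated correlation), in libraries that had nearly lost the reads of mitochondrial genes. In fast the ubiquitin and proteasome list had a negative median and a positive mean. In slow the snoRNA hosts, autoregulated genes, ubiquitin and proteasome, RNA processing and meiosis lists had a negative median although camera placed them above the other genes.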

By reanalyzing published data (Braberg et al. 2013) from a splicing-specific microarray analysis of steady-state RNA from the same fast RNAPII mutant as used here and a different slow mutant, we found the same effect (Supplemental Fig. S2A). Moreover, based on our RNA-seq data, the levels of pre-mRNAs and mRNAs in the RNAPII mutants reveal a negative correlation for splicing, with the fast mutant reducing mRNA levels and the slow mutant increasing mRNA levels (Supplemental Fig. S2B,C).

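Junction reads of RP transcripts fell in both mutants relative to WT, while junction reads of non-RP transcripts rose more often than they fell. In fast, 29 of 86 RP transcripts had fewer junction reads and 6 had more, at an adjusted p under 0.05 from edgeR with TMM scaling, and of 179 non-RP transcripts 9 had fewer and 21 more. In slow, 66 RP transcripts had fewer and none had more (44 fewer without the frameshift genes), and of the non-RP transcripts 9 had fewer and 38 more. Pre-mRNA reads in fast rose for 13 and fell for 11 RP transcripts, and rose for 14 and fell for 7 of 173 non-RP transcripts, and in slow rose for 2 and fell for 29 RP transcripts and rose for 22 and fell for 6 non-RP transcripts. RPS9A had the lowest log2 change of junction reads among RP transcripts in fast, −2.08 (standard error 0.240, adjusted p = 5.67e-15), and RPS27B and RPL26A changed by −0.61 and −0.51. In slow, RPL33B changed by −0.69 (adjusted p = 1.26e-12) and RPL22A by −0.53. NMD2, which encodes the decay factor Upf2, rose by 1.95 in fast (standard error 0.330, adjusted p = 2.70e-07) and by 2.04 in slow (standard error 0.330, adjusted p = 2.25e-08). TAN1, for a tRNA-modifying protein, and MMS2, for a ubiquitin-conjugating variant, changed by −1.41 and −0.98 in fast, and YSC84, an actin-binding protein, by 0.95. The mitochondrial BI2 changed by −8.30 in slow. These genes were chosen after their values were seen. Across genes, the correlation between the change of pre-mRNA reads and that of junction reads was 0.086 in fast and 0.673 in slow, and genes are not independent replicates. Mitochondrial genes such as BI2, which lost nearly all reads of both kinds in slow, were kept among these genes. They can raise the slow value, and it was not computed without them. The tables cover only genes with introns, so a level is relative to the other genes in them. Scaling by all reads of the library instead, added after seeing the data, moved the median of all genes from 0.011 to −0.139 in fast and from 0.053 to −0.114 in slow for junction reads, and from 0.053 to −0.370 in slow for pre-mRNA reads. On that scale pre-mRNA reads in fast rose for 1 and fell for 1 RP transcript and rose for 2 and fell for 1 of the non-RP transcripts, and in slow they fell for 37 RP transcripts, and rose for 4 and fell for 8 non-RP transcripts, so that the excess of higher non-RP calls in slow is lost. RP junction reads fell for 14 and rose for none in fast and fell for 50 and rose for none in slow. Non-RP junction reads rose for 5 and fell for 5 in fast and rose for 17 and fell for 6 in slow. Of these 17, 10 were retrotransposon genes joined by a frameshift and not by splicing, as were 13 of the 38 with TMM scaling. Without all frameshift genes, TMM scaling called 48 non-RP transcripts higher and 6 lower in slow. Scaling by all reads was not repeated without them. The 65 genes called for junction reads in fast became 36 without the first and 42 without the second library of WT and fast respectively, and the 113 in slow became 52 without the first WT library and 74 without the first slow library. The 59 genes called for pre-mRNA reads in slow became 20 without the first slow library and 25 and 35 without the first and second WT library.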

The highly stable association of nascent transcripts with elongating RNAPII permits cotranscriptional splicing to be measured by analysis of transcripts that copurify with RNAPII (Churchman and Weissman 2011). For this purpose, the TAP-tagged Rpb3 subunit of RNAPII was pulled down, and copurified RNAs were analyzed by RT-qPCR to quantify the mRNA and lariat-intron–containing products of splicing. Our results reveal increased association of the mRNA and lariat-intron with slow RNAPII, indicating enhanced cotranscriptional splicing, and less association with the fast RNAPII compared with WT (Fig. 1E). This is compatible with the 4tU analysis (Fig. 1B).

### Altering RNAPII elongation rate affects splicing fidelity

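Splice junctions were taken from the authors' STAR output, which lists every junction with its number of uniquely mapped and multiply mapped split reads in each library. The same 6 libraries were used, 2 of each strain, aligned with STAR's default settings to R64 and the Ensembl annotation. Mitochondrial junctions, and annotated junctions without GT-AG or GC-AG ends, were left out. A junction that shares 1 end with an annotated intron and moves the other end by at most 1000 nt, with GT-AG or GC-AG ends, was counted as an unannotated 3′SS or 5′SS, upstream or downstream of the annotated one. Its SEF in a library is the number of its unique reads divided by the unique reads of the annotated junction, and a strain's SEF is the mean of its 2 libraries. An event was kept with at least 5 reads in both libraries of 1 or more strains. Reads of the 2 libraries of a strain were summed for Fisher's exact test against WT, at a p under 0.01 and a false discovery rate under 0.03, which are the paper's thresholds. Read pairs without molecular identifiers can be copies of 1 molecule, so that this test, and each interval given for a share, covers counting error only. It does not use the spread between libraries, so edgeR's quasi-likelihood test on the unannotated and annotated reads of every library was run beside it. Where no read was found in either WT library, a fold change is given as a lower bound against 3 reads over both libraries. The authors sequenced rRNA-depleted total RNA, and STAR requires a longer overhang on both sides for an unannotated junction than for an annotated one, which lowers SEF by a share not measured here.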

To examine whether RNAPII mutants that alter elongation rate affect splicing fidelity, we carried out strand-specific deep sequencing of total RNA from strains in which *UPF1* was deleted in order to protect misspliced transcripts from NMD. 

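The junction files hold 6057538 and 5340550 uniquely mapped split reads in the WT libraries, 6863818 and 6666947 in fast, and 4127729 and 5517128 in slow, a mean of 5762285 and a median of 5787333 per library. Of these, 5559899 and 4904535 in WT, 6178858 and 6002922 in fast, and 3817449 and 5115706 in slow lie on 267 annotated nuclear introns. Across all libraries 34976 different junctions are listed, most of them with few reads. A library held a mean of 4839.7 junctions with at least 1 unique read and 2491 with at least 5. The intron of the U3 snoRNA genes, which encode a box C/D snoRNA of pre-rRNA processing, took 2.84 and 2.96% of annotated reads in WT, 4.84 and 4.55% in fast and 2.59 and 4.14% in slow. Mitochondrial junctions took 0.999 and 1.17% of split reads in WT, 0.492 and 0.649% in fast, and 0.0080 and 0.0053% in slow. Multiply mapped split reads were 69641 and 68577 in WT, 70124 and 68012 in fast, and 116645 and 104265 in slow, and are not used in SEF.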

After aligning the reads to the genome, we obtained, on average, 5,804,817 uniquely mapped split reads per sample, supporting about 3358 potential splicing events. Events that were unlikely to be products of spliceosome activity, such as with mitochondrial transcripts, and events with fewer than five supporting reads (in at least one of the samples) were excluded from further analysis. The remaining exon–exon splice junctions were divided into two groups, known and novel. The known junctions are those that are annotated in the GTF file (Ensembl, version R64-1-1.75) and the novel junctions result from splicing events that are not annotated in the GTF file. Merging the list of novel splicing events found here with those reported in recent transcriptome-wide studies creates a database of alternative and cryptic splicing events for *S. cerevisiae* (Supplemental Table S1). This includes 21 alternative splicing events that have been reported repeatedly (Kawashima et al. 2014; Schreiber et al. 2015; Gould et al. 2016) and hundreds of new splicing events that were not in those data sets (Fig. 2A). In order to ensure robustness of the splicing fidelity analysis, we performed further filtering, selecting only events that were supported by at least five reads in both replicates of one or more strains. 

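Requiring at least 5 unique reads in both libraries of 1 or more strains left 1010 nuclear junctions outside the annotation. Of these, 278 share 1 end with an annotated intron and lie within 1000 nt of its other end. They fall in 143 genes: 151 events in 69 RP genes and 127 events in 74 non-RP genes. In WT, 241 of them had at least 1 read, 128 in RP and 113 in non-RP transcripts. A further 612 junctions share no end with an annotated intron. The number of events that differ between the 2 libraries of a strain gives the spread this filter leaves: 195 events, 98 RP and 97 non-RP, differed between replicates of at least 1 strain by Fisher's exact test at the paper's thresholds.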

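Unannotated events of both classes used 3′SSs more often than 5′SSs. The 278 events comprise 191 alternative 3′SSs, 87 in RP and 104 in non-RP transcripts, and 87 alternative 5′SSs, 64 in RP and 23 in non-RP transcripts. The events listed in Supplemental Table S1 could be matched by position to the junction files for all but 3 of 244. Of 1446 read numbers in that list, 1444 equal the number of unique reads in the junction file plus 1, so the listed values include a pseudocount of 1. Matched events with fewer than 5 reads in both libraries of every strain number 5. Of the 278 events, 236 are in the list and 42 are not. SEF was computed without a pseudocount, and adding 1 read to both terms kept every call of the events named here.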

Finally, 244 novel alternative splicing events were retained, and the splicing error frequency (SEF) was calculated for each event (Fig. 2B; Supplemental Table S1). 

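In WT the median SEF of RP events was 0.0336% (interquartile range 0.0147 to 0.0961%, 128 events), or 1 wrong junction in 2976, and that of non-RP events 2.10% (0.693 to 5.38%, 113 events), or 1 in 48. RP transcripts encode proteins of the ribosome and are among the most abundant mRNAs of the cell, and their annotated junctions had a median of 91658 WT reads against 2407 for non-RP transcripts. The ratio of the medians was 62.5-fold (permutation of class labels over events, p = 1e-05, the smallest the permutations can give). In the first WT library alone it was 58.9-fold and in the second 79.7-fold, so the gap was far wider than the difference between replicates. Non-RP events at the high end included TFC3, for a subunit of the RNA polymerase III factor TFIIIC, with 51.7% ± 12.1 (SD, n = 2) at a 3′SS 17 nt downstream (junction on chromosome I from 150990 to 151096). A 3′SS 22 nt upstream in YCL002C had 40.2% ± 8.36 and one 7 nt downstream in TAN1 18.4% ± 0.0860. The highest RP event was a 5′SS 64 nt downstream in RPL22B, with 17.53% ± 1.56. These 4 events were chosen after their values were seen. The comparison is across events, which are not independent where they share an annotated intron. Events were kept only with at least 5 reads, so the lowest SEF that can be seen falls as annotated reads rise. Annotated reads differ between the classes, and how much of the gap this limit gives was not tested.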

First, by analyzing novel events occurring in the strain with WT RNAPII, we note a marked difference between RP and non-RP transcripts (Fig. 2C). 

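Single RP events ranged in WT from an SEF of 5.16e-04% to 17.53%, and non-RP events from 0.0109% to 96.2%. The 10th and 90th percentiles were 0.0068 and 0.328% for RP events and 0.229 and 12.9% for non-RP events. The smallest values come from transcripts with the most annotated reads, since an SEF is bounded from below by the reads of the annotated junction. Within RP transcripts the events at the low end rest on few reads, so their counting error is large.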

Despite the greater abundance of RP transcripts, their SEFs (ranging from one in 100,000 up to one in 250) are orders of magnitude lower than those of non-RP transcripts (SEFs ranging from one in 100 to seven in 100). Some novel events were detected with much higher frequency; for example, *IWR1* and *SPT14* could potentially produce similar amounts of their two alternative isoforms (Fig. 2C). 

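IWR1, whose product takes part in nuclear import of RNA polymerase II, and SPT14, for a subunit of the enzyme that starts GPI anchor synthesis, had the highest SEF in WT. In SPT14 (intron on chromosome XVI from 218647 to 218746), a 3′SS 25 nt upstream of the annotated one, at 218721 with the sequence GTTGATACTAACCAGTAAAG against AGTTATAACAATGAAAATAG at the annotated site, had an SEF of 96.2% ± 33.5 (SD, n = 2) in WT, 70.3% ± 48.7 in fast and 95.0% ± 65.6 in slow. The fast value was called lower on summed reads (log2 ratio −0.51, Fisher's exact test p = 3.92e-04), but the libraries of fast lay on different sides, and the log2 ratio was 0.24 without the second fast library and −0.22, not called, without the second WT library. In slow (log2 ratio −0.31, Fisher's exact test p = 0.0822) it was called lower without the first WT (−0.75) or the first slow library (−0.87), and was 0.67 without the second slow library. In IWR1 (intron on chromosome IV from 254975 to 255044, minus strand), a 3′SS 19 nt downstream, at 254956 with the sequence GTAATTGATGAGGGGAAAAG against GTTCATCTGGGACAATTCAG, had an SEF of 79.6% ± 12.2 in WT and 84.3% ± 42.6 in fast (log2 ratio 0.05, Fisher's exact test p = 0.763). Its log2 ratio in fast was −0.53 without the second and 0.54 without the first fast library, each called. In slow it was 50.7% ± 1.22, called lower (log2 ratio −0.63, Fisher's exact test p = 3.43e-05) except without the first WT library (−0.48). An SEF near 100% means as many reads at the alternative as at the annotated junction.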

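Transcripts with more annotated junction reads had a lower mean SEF in every strain, in RP and in non-RP transcripts alike. Between log10 of the annotated reads and log10 of the mean SEF per intron, Pearson's r was −0.870 in WT (135 introns; Spearman's rho −0.863), −0.839 in fast (144 introns; rho −0.826) and −0.835 in slow (136 introns; rho −0.830). Within RP transcripts, the abundant class, r was −0.58 in WT, −0.52 in fast and −0.45 in slow. Within non-RP transcripts it was −0.65, −0.65 and −0.59. Annotated reads are also the denominator of SEF. With the unannotated reads of WT summed per intron and divided by its number of events, r was −0.870 as well, and with these sums shuffled among introns 10000 times it had a median of −0.828 and a 2.5th percentile of −0.859. With those of single events shuffled, a choice added after seeing the data, the median was −0.852 and 95% of the shuffles lay between −0.880 and −0.819, a range that holds the WT value. No such comparison was made within the classes or for the mutants. The unannotated reads themselves, summed per intron, gave r = 0.0382 with annotated reads in WT (permutation p = 0.661). These correlations are across introns, which are not independent replicates.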

The SEF and the mRNA abundance are anti-correlated for both RNAPII mutants and WT (Fig. 2D), indicating that the detection of alternative splicing events in high-depth RNA-seq data is not due to the higher number of reads for highly expressed transcripts. The position distribution of the novel alternative splicing events in the WT strain shows that most of the 166 alternative 3′SSs occur a very short distance from the annotated 3′SS. 

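Alternative 3′SSs lay close to the annotated ones, above all downstream. Of the 191 alternative 3′SSs, 132 were downstream of the annotated 3′SS, at a median distance of 15 nt, and 59 upstream, at a median of 29 nt. Among events with reads in WT, 98 of 117 downstream sites (83.8%, exact 95% interval 75.8 to 89.9%) lay within 50 nt, and 73 of 117 within 20 nt. Sites also lay far beyond these distances. In the RP gene RPS0B, for a small-subunit protein, a 3′SS lay 739 nt downstream of the annotated one, and in the non-RP gene MPT5, for an mRNA-binding Puf protein, one lay 559 nt upstream.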

Although there are only half as many alternative 5′SSs (78 events) (Supplemental Fig. S3), alternative 3′SSs and 5′SSs have similar SEF distributions, and these values are significantly lower for RPs than for non-RPs (boxplot in Supplemental Fig. S3). 

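The 5′SS events were fewer, 24 upstream of the annotated 5′SS at a median distance of 29 nt and 63 downstream at a median of 147 nt, and 52 of the 63 downstream ones lay in RP transcripts. At 10 instead of 5 reads, 139 alternative 3′SSs and 52 alternative 5′SSs were counted. In WT the median SEF of RP transcripts was 0.0350% for 3′SSs and 0.0301% for 5′SSs, a ratio of 1.16 (permutation p = 0.721). In non-RP transcripts it was 2.74% for 3′SSs and 0.939% for 5′SSs, a ratio of 2.96 (permutation p = 0.0246, 93 and 20 events). RP events had lower values than non-RP events for 3′SSs by 78.2-fold (permutation p = 1e-05, the smallest possible) and for 5′SSs by 30.7-fold (permutation p = 2e-05). The limit that annotated reads set on the lowest SEF applies here too.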

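A premature termination codon followed from 230 of the 277 events whose annotated intron lies in the coding region, 83.0% (exact 95% interval 78.1 to 87.3%). RP transcripts held 128 of them and non-RP transcripts 102. In 35 events, 17 RP and 18 non-RP, the reading frame was kept, in 11 the start or stop codon was removed with the longer intron, and in 1 the stop codon lay beyond the annotated one. The consequence was read from the spliced R64 sequence of each event. The strains lack UPF1, so the reads count these RNAs without their removal by NMD.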

The majority of the novel alternative splicing events introduced premature translation termination codons in the coding region of the spliced RNAs, which would normally be recognized by the NMD system, leading to transcript degradation (Supplemental Table S1). By using the Fisher's exact test (*P* < 0.01, false-discovery rate [FDR] < 0.03) to determine which novel splicing events occur more or less frequently in the fast mutant relative to WT, we identified 57 in RP transcripts, with an approximately 4:1 ratio of reduced splicing fidelity (higher SEF) over increased fidelity (lower SEF) in the fast mutant (Fig. 2E). In comparison, 26 novel events in non-RP transcripts include approximately equal numbers with reduced and enhanced fidelity. 

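In the fast mutant, 91 of 151 RP events had an SEF different from WT, 68 higher and 23 lower (two-sided exact binomial test of higher against lower, p = 2.52e-06). Among the events with 5 reads in both WT libraries, a minimum that favours lower calls, 24 were higher and 18 lower (exact binomial p = 0.441), and among those with 5 reads in all 6 libraries 19 were higher and 7 lower (exact binomial p = 0.0290), both chosen after seeing the data. The median log2 SEF ratio was 1.83 among those called higher and −2.22 among those called lower. In 62 of the higher and 16 of the lower ones, both fast libraries lay on the same side of both WT libraries. In RPL7B, for a large-subunit protein, a 5′SS 306 nt downstream of that of its second intron had no WT read and 39 and 15 reads in fast, an SEF of 1.23% ± 0.750 (SD, n = 2), at least 74.8-fold higher (Fisher's exact test p = 4.62e-39). This 5′SS lies on chromosome XVI at 173972 with the sequence GTTTTATCGT, against GTATGTTCAT at the annotated site at 173666. The annotated junction reads of this intron were themselves fewer, 9132 and 8961 in WT and 2214 and 2142 in fast. In RPL37A, another large-subunit gene, a 3′SS 303 nt upstream (junction on chromosome XII from 522670 to 522725) rose from 0 to 0.0613% ± 0.02, at least 16.8-fold (Fisher's exact test p = 4.28e-16), and in RPL26B a 5′SS 397 nt downstream rose from 0 to 0.0245% ± 0.0133, at least 15.2-fold (Fisher's exact test p = 5.37e-15). Lower in fast were a 3′SS 36 nt downstream in RPS10B (15 and 13 reads in WT, none in fast; Fisher's exact test p = 1.86e-10), one 35 nt downstream in RPL34A (15 and 2 reads in WT, none in fast), that of RPS0B (6 and 7 reads in WT, none in fast), and a 5′SS 214 nt downstream in RPL35B (log2 ratio −4.96, Fisher's exact test p = 2.53e-08). Of the 23 RP events without any WT read, 21 were among those called. edgeR across the libraries called no RP event in fast (29 at an unadjusted p under 0.05, 24 of them higher; smallest adjusted p = 0.213), and DESeq2, added after seeing the data, called 14 higher and 2 lower.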

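Among 127 non-RP events in the fast mutant, 58 differed from WT, 33 higher and 25 lower (two-sided exact binomial test p = 0.358), with 23 and 21 in which both fast libraries lay on one side of both WT libraries. The median log2 SEF ratio was 1.26 among the higher and −1.17 among the lower ones. SNR17A, a gene of the U3 snoRNA, gained a 3′SS 3 nt downstream of the annotated one (chromosome XV at 780280, ACTAACACATTCTACAGTAG against TTGACTAACACATTCTACAG), with no read in WT or slow and 69 and 131 reads in fast, 0.0436% ± 0.0217 (SD, n = 2), at least 36.9-fold higher (Fisher's exact test p = 7.08e-39). Whether the strains differ in sequence at this site was not tested. Its annotated reads also took a larger share of the fast libraries. An upstream 3′SS in MPT5 reached 32.6% ± 3.24 (Fisher's exact test p = 3.25e-09), one 13 nt upstream in RAD14, for a factor of nucleotide excision repair, 5.24% ± 0.599 (p = 2.59e-08), and one 25 nt upstream in DYN2, for dynein light chain, 0.409% ± 0.0998 (p = 1.60e-07), from 0 reads in WT. Among the lower ones, a 3′SS 38 nt downstream in HPC2, for a subunit of a histone chaperone complex, went from 4.82% ± 4.12 to 0 (Fisher's exact test p = 5.59e-09) and a 5′SS 8 nt downstream in QCR9, for a subunit of the mitochondrial cytochrome complex, from 0.705% ± 0.225 to 0 (p = 8.83e-11). ERV41, of ER to Golgi vesicles, went from 0.489% ± 0.0019 to 0 at a 5′SS 5 nt upstream, and VMA9, of the vacuolar ATPase, from 0.0813% ± 0.0303 to 0 at a 3′SS 12 nt downstream. TFC3 went to 30.5% ± 16.4 (log2 ratio −0.85, Fisher's exact test p = 1.86e-10). edgeR across the libraries called none (16 at an unadjusted p under 0.05, 13 of them higher; smallest adjusted p = 0.213), and DESeq2 called 4 higher and 3 lower.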

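In the slow mutant, 80 of 151 RP events differed from WT, 46 higher and 34 lower (two-sided exact binomial test p = 0.219). Of those called in both replicate numbers with the same direction, 81.8% were higher (exact binomial p = 0.0043). The median log2 SEF ratio was 1.66 among those called higher and −1.77 among those called lower, and in 33 and 24 of them both slow libraries lay on one side of both WT libraries. RPL7B used a 5′SS 314 nt downstream, on chromosome XVI at 173980 with the sequence GTGCATATTT, with 13 and 32 reads in slow and none in WT, 0.701% ± 0.312 (SD, n = 2), at least 44.0-fold higher (Fisher's exact test p = 2.02e-27), and the neighbouring site at 173972 was at least 27.4-fold higher (p = 2.39e-17). The annotated reads of this intron were 2704 and 3471 in slow. A 3′SS 220 nt downstream in RPL27A, for a large-subunit protein (junction on chromosome VIII from 126552 to 127332), was at least 13.9-fold higher (Fisher's exact test p = 1.89e-12), and the upstream site of RPL37A at least 11.6-fold (p = 1.13e-10). A 3′SS 283 nt upstream in RPL27A went from 15 and 7 reads to none (Fisher's exact test p = 3.19e-06), one 12 nt downstream in RPL33A from 22 and 7 to none (p = 8.07e-08), one 4 nt downstream in RPL2B from 14 and 6 to none (p = 1.45e-05), and the downstream 5′SS of RPL35B from 18 and 7 to none (p = 3.97e-07). edgeR across the libraries called no RP event in slow (23 at an unadjusted p under 0.05, 15 higher; smallest adjusted p = 0.202), and DESeq2 called 3, all higher.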

With the slow mutant, we identified 48 novel events in RP transcripts, of which reduced fidelity occurred approximately 1.6 times more often than increased fidelity (Fig. 2E). 

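Non-RP events in the slow mutant numbered 59 different from WT of 127, with 34 higher and 25 lower (two-sided exact binomial test p = 0.298), and both slow libraries lay on one side of both WT libraries in 23 and 16 of these. The median log2 SEF ratio was 1.14 among the higher and −1.26 among the lower ones. The upstream 3′SS of DYN2 reached 0.594% ± 0.351 (SD, n = 2), at least 10.1-fold higher (Fisher's exact test p = 2.20e-10), and one 5 nt upstream in RUB1, for a ubiquitin-like protein, 0.194% ± 0.162, at least 5.39-fold (p = 8.26e-06). A 5′SS 162 nt downstream in MPT5 reached 12.7% ± 11.6 (Fisher's exact test p = 3.71e-04) and a 3′SS 154 nt downstream in CMC2 0.603% ± 0.0179 (p = 2.19e-04), each from 0 reads in WT. IST1, of endosomal sorting, fell by 5.83 on the log2 scale at a 3′SS 295 nt downstream, from 5.38% ± 3.82 to 0.101% ± 0.143 (Fisher's exact test p = 8.70e-14). EPT1, for an enzyme of phospholipid synthesis, went from 1.22% ± 0.713 to 0 at a 5′SS 57 nt upstream (Fisher's exact test p = 1.82e-07), and the sites of HPC2 and QCR9 also to 0 (p = 7.71e-09 and 3.02e-10). edgeR across the libraries called none (10 at an unadjusted p under 0.05, 5 of them higher; smallest adjusted p = 0.314), and DESeq2 called 1 higher and 1 lower.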

Similar to the fast mutant, we detected equal numbers of events with reduced and enhanced fidelity with the slow mutant in non-RP transcripts. Collectively, these results demonstrate that fidelity of splicing RP intron-containing transcripts is more sensitive to changes in transcription elongation rate than for non-RP transcripts.

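More RP than non-RP events differed from WT in the fast mutant, 60.3 against 45.7% (Fisher's exact test p = 0.0162), and a larger share of the called RP events was higher, 74.7 against 56.9% (Fisher's exact test p = 0.0308). Of the called RP events with 5 reads in both WT libraries, a minimum that favours lower calls, 57.1% were higher, and of those with 5 reads in all 6 libraries 73.1%. In the slow mutant 53.0% of RP and 46.5% of non-RP events differed (Fisher's exact test p = 0.336), and the shares higher were 57.5 and 57.6% (p = 1). The same test between single libraries gives the level that libraries of a strain reach among themselves. Between the 2 libraries of a strain it called a mean of 49.7 of 151 RP events (46 to 56 over 3 strains), between a fast and a WT library 78.3 (75 to 82 over 4 pairs) and between a slow and a WT library 70.5 (58 to 83). Of 127 non-RP events it called a mean of 47 within a strain (40 to 57), 56.8 between fast and WT (49 to 61) and 51.5 between slow and WT (48 to 57). Required in both replicate numbers with the same direction, 40 RP and 15 non-RP events differed in fast (Fisher's exact test between the classes, added after seeing the data, p = 0.0024), 82.5 and 80% of them higher (p = 1), and 22 RP and 14 non-RP events in slow, with 4.5 higher for each lower RP event there. Without the 195 events that differ between replicates, a choice added after seeing the data, 38 RP and 17 non-RP events differed in fast and 27 and 11 in slow. The paper reports more RP events with reduced than with increased fidelity in either mutant, and about equal numbers of the 2 kinds among non-RP events. From these results together it concludes that splicing fidelity of RP transcripts is more sensitive to elongation rate than that of non-RP transcripts.

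**Figure D3:**
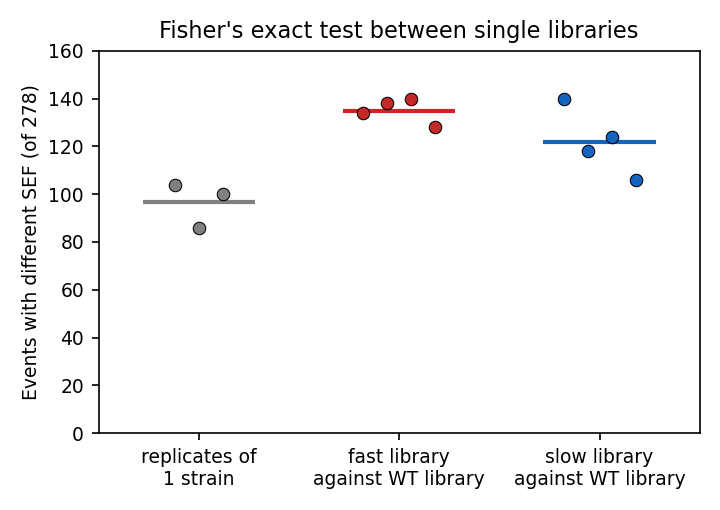
Events (of 278) called by Fisher's exact test between single libraries, with 1 point per pair of libraries and a line at the mean of each kind of pair. Pairs of the same strain lie between 86 and 104, fast against WT between 128 and 140, and slow against WT between 106 and 140.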

**Figure 2.**
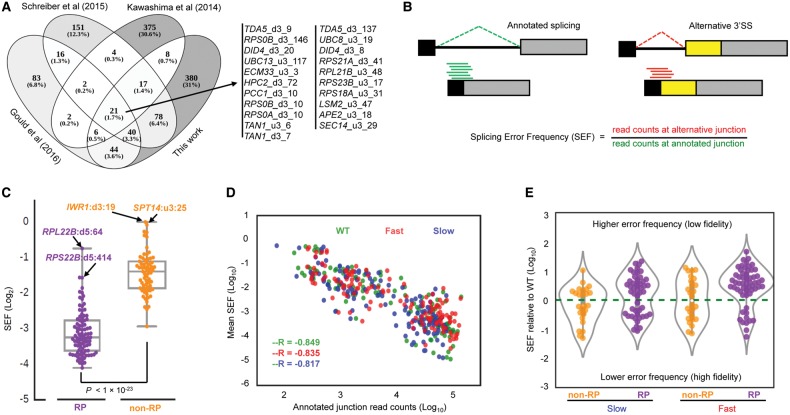
Changes in splicing error frequency (SEF) in fast and slow strains. (*A*) Overlap between novel splicing events found in this work with those in recent reports. We do not detect some of the events reported in the other studies most likely because we filter out events with fewer than five supporting reads (see text). Kawashima et al. (2014) reported any event detected with one or more supporting read. Schreiber et al. (2015) reported events supported by at least three reads. Gould et al. (2016) calculated an entropy value for each junction and reported all the events with entropy ≥2 bits. (*B*) Diagram showing how SEF of novel splicing events was measured using an alternative upstream 3′SS event as an example. (*C*) Distribution of the SEF in RP (purple) and non-RP (orange) intron-containing transcripts in the WT strain. Events with high SEF are highlighted (u3 and d3 are alternative upstream and downstream 3′SS, and d5 is alternative downstream 5′SS; numbers indicate the distance in nucleotides). The *P*-value was obtained by *t*-test. (*D*) Negative correlation between mRNA (both RP and non-RP) abundance and average SEF in fast (red), slow (blue), and WT (green). mRNA abundance was estimated from the number of reads aligned to the exon–exon junctions. –R is Pearson's correlation coefficient. *P*-values for each strain were as follows: fast, *P* < 1 × 10^−33^; slow, *P* < 1 × 10^−31^; and WT, *P* < 1 × 10^−38^. (*E*) Violin plot showing distribution of SEF of non-RP and RP intron-containing transcripts in fast and slow mutants normalized to WT. This plot includes all novel splicing events whose SEF was significantly different in mutants relative to WT (Fisher's exact test; *P* < 0.01, FDR < 0.03). Points *above* dashed line (zero) are novel events with higher SEF than WT (reduced fidelity); points *below* dashed line are novel events with lower SEF than WT (improved splicing fidelity).

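Upstream 3′SSs with reads in WT lay within 50 nt of the annotated 3′SS in 39 of 50 cases (78.0%, exact 95% interval 64.04 to 88.5%), with a median distance of 28 nt. Over all 59 upstream 3′SSs found in any strain, 42 lay within this window (71.2%, exact 95% interval 57.9 to 82.2%). RP transcripts, with their long introns, held 24 of the 59 and non-RP transcripts 35.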

With WT RNAPII, novel upstream 3′SS use is mainly restricted to within a window of ∼50 nucleotides (nt) upstream of the annotated 3′SSs (Supplemental Fig. S3). 

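Upstream 3′SSs more than 50 nt from the annotated one were higher in fast in 12 cases and lower in 2, of 17, and those within 50 nt were higher in 15 and lower in 7, of 42 (Fisher's exact test of far against near, p = 0.432). In slow, 10 far sites were higher and 3 lower, and 13 near sites were higher and 8 lower (Fisher's exact test p = 0.465). Branch points listed in Supplemental Table S1 were used where they lie at most 100 nt from the annotated 3′SS, a limit added after seeing the data, since the one listed for RPL13B lies 342 nt from it. Upstream sites in introns without such a branch point were placed on neither side, among them both sites of RPL13B that the paper names. Of the sites that could be placed, 4 lay upstream of the branch point, those in RPL26B and one in RPL37A. These genes were named here after their values were seen. Of these 4 sites, 4 were higher in fast and 3 in slow, with none lower. Of 26 sites downstream of the branch point, 10 were higher and 5 lower in fast (Fisher's exact test p = 0.530). In slow 7 were higher and 5 lower (Fisher's exact test p = 0.506). With 4 sites upstream of the branch point and many sites not placed, these tests cannot decide whether such sites rise more often.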

Notably, position distribution of the alternative splice sites whose SEF is significantly different in the fast (Fig. 3A–D) and slow (Fig. 3E–H) mutants relative to WT shows increased use of alternative 3′SSs that occur upstream of the annotated branch point (BP) (note the change in slope of the plot of upstream novel 3′SSs in Fig. 3D,H compared with Supplemental Fig. S3). These events likely make use of more 5′ suboptimal BPs for splicing. For example, two novel 3′SS events in *RPL13B* are located 330 and 322 nt upstream of the annotated 3′SS, and lariat sequencing (Gould et al. 2016) has detected a cryptic BP (AACTAAT) located 21 and 13 nt upstream of these cryptic 3′SSs, respectively (Supplemental Fig. S4). 

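RPL13B (YMR142C), for a large-subunit protein, has a 402-nt intron on the minus strand of chromosome XIII from 550802 to 551203. Its 2 alternative 3′SSs, at 551132 (TGAACTAATGCCTAAACTAG) and 551124 (TGCCTAAACTAGCTGTGTAG), end shorter introns near the 5′ end of it, and the annotated 3′SS at 550802 reads TGATTTTTTTATGATTATAG. The sequence AACTAAT lies at 551143 to 551149 in the context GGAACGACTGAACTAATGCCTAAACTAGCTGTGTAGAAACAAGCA. Counted from its branch point adenosine, the site 330 nt upstream of the annotated 3′SS is 12 nt away and the site 322 nt upstream is 20 nt away.

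**Figure D4:**
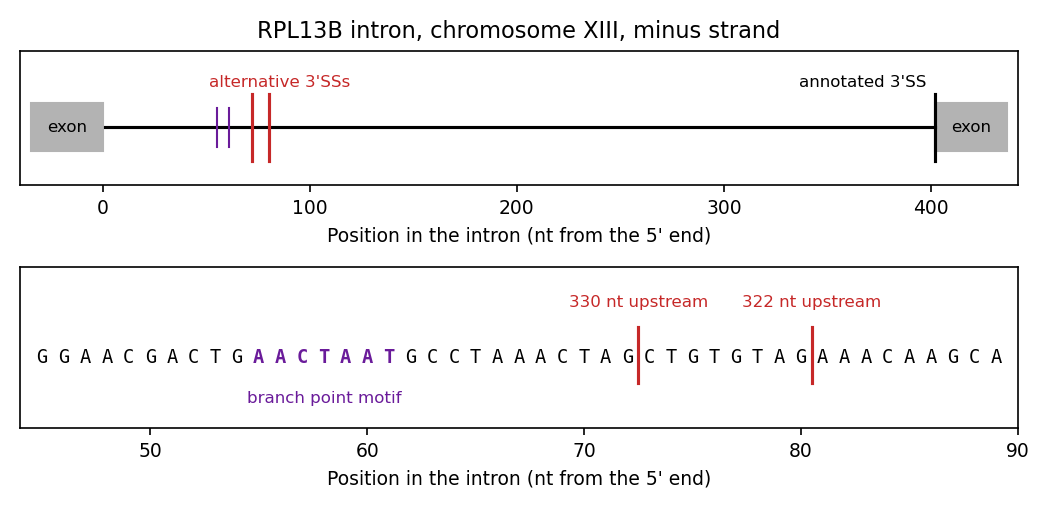
Map of the RPL13B intron, with positions in nt from its 5′ end to 402 nt, showing the AACTAAT motif, the 2 alternative 3′SSs with their sequences and the annotated 3′SS. The alternative sites lie 12 and 20 nt after the branch point adenosine of the motif, and 330 and 322 nt before the annotated 3′SS.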

The SEFs for these novel events in *RPL13B*, and similar events in other transcripts, were increased by both faster and slower transcription, most likely due to increased utilization of more 5′ cryptic BPs (Fig. 3D,H). 

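Both alternative 3′SSs of RPL13B were used more in fast and in slow than in WT by Fisher's exact test on summed reads. edgeR across the libraries called no RP event in either mutant. The one 330 nt upstream had no read in WT, 55 and 55 reads in fast and 8 and 3 in slow. Its SEF was 0.181% ± 0.0080 (SD, n = 2) in fast, at least 29.6-fold higher (Fisher's exact test p = 7.62e-29; edgeR p = 0.0033, adjusted p = 0.213; DESeq2 adjusted p = 0.0012), and 0.0338% ± 0.0294 in slow, at least 4.78-fold higher (Fisher's exact test p = 1.03e-04; DESeq2 adjusted p = 0.0841). The one 322 nt upstream went from 0.0654% ± 0.0066 in WT to 0.324% ± 0.0654 in fast (log2 ratio 2.31, Fisher's exact test p = 4.75e-23; edgeR p = 0.0190; DESeq2 adjusted p = 0.0815) and 0.290% ± 0.170 in slow (log2 ratio 2.01, Fisher's exact test p = 1.22e-13). Its reads were 16 and 16 in WT, 109 and 87 in fast, and 60 and 39 in slow, beside 26340 and 22842, 29481 and 31374, and 14644 and 23048 reads of the annotated junction. Fast and slow are compared with the same WT libraries.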

Notably, fast and slow transcription do not necessarily reduce or increase a specific splicing event in opposite directions. For instance, an alternative downstream 5′SS in *RPS27B* increases with faster transcription. However, both the fast and slow mutants increase use of an alternative upstream 3′SS in *RPL26B* (Supplemental Fig. S4). 

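In RPS27B, for a small-subunit protein, a 5′SS downstream of the annotated one lies on chromosome VIII at 148508 with the sequence GTATGCGTTT, against GTATGTGAAA at 148666, in a 550-nt intron from 148117 to 148666. Its SEF rose from 0.0126% ± 0.0053 (SD, n = 2) in WT to 0.102% ± 0.0489 in fast, a log2 ratio of 2.97 (Fisher's exact test p = 2.04e-31; edgeR p = 0.0174; DESeq2 adjusted p = 0.0486). In slow it was 0.0288% ± 0.0184, called higher on summed reads (log2 ratio 1.05, Fisher's exact test p = 0.0072), with the 2 slow libraries not both above WT.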

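In RPL26B, for a large-subunit protein, a 3′SS upstream of the annotated one lies on chromosome VII at 556109 with the sequence GACATAAATTCCGGCTTTAG, against TTATTATTTGTTTTCAATAG at 556307, in a 477-nt intron from 555831. Its SEF rose from 0.101% ± 0.0412 (SD, n = 2) in WT to 0.618% ± 0.103 in fast (log2 ratio 2.62, Fisher's exact test p = 9.58e-180; edgeR p = 0.0085; DESeq2 adjusted p = 0.0233) and 0.450% ± 0.0536 in slow (log2 ratio 2.15, Fisher's exact test p = 1.87e-88; DESeq2 adjusted p = 0.0942). In each mutant both libraries were above both WT libraries. The pre-mRNA fraction of this transcript was 5.07% ± 0.807 in WT, 8.63% ± 1.91 in fast and 7.23% ± 0.170 in slow.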

The elongation mutants do not affect occurrence of some alternative splicing events; for example, alternative 3′SSs in *SEC14* and *UBC12* are used with the same frequency in all three strains (*P* > 0.05) (Supplemental Fig. S4). 

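SEC14, for the phosphatidylinositol transfer protein of the Golgi, used a 3′SS 29 nt upstream (chromosome XIII at 425124, AGTTTACTAACAAACACAAG, against TATGACTTCACTTTAAATAG at 425153) with an SEF of 8.16% ± 0.112 (SD, n = 2) in WT, 9.79% ± 2.31 in fast and 7.80% ± 0.459 in slow. The fast value was called higher on summed reads (log2 ratio 0.24, Fisher's exact test p = 4.63e-04) with its libraries on different sides of WT, and the slow value was not called (log2 ratio −0.06, Fisher's exact test p = 0.428). A further 3′SS of SEC14, 7 nt downstream, was called lower on summed reads in fast and in slow (log2 ratios −0.55 and −0.56), with the slow libraries on different sides of WT, and was chosen after its values were seen.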

We validated several of these alternative and novel splicing events by RT-PCR (Supplemental Fig. S5).

**Figure 3.**
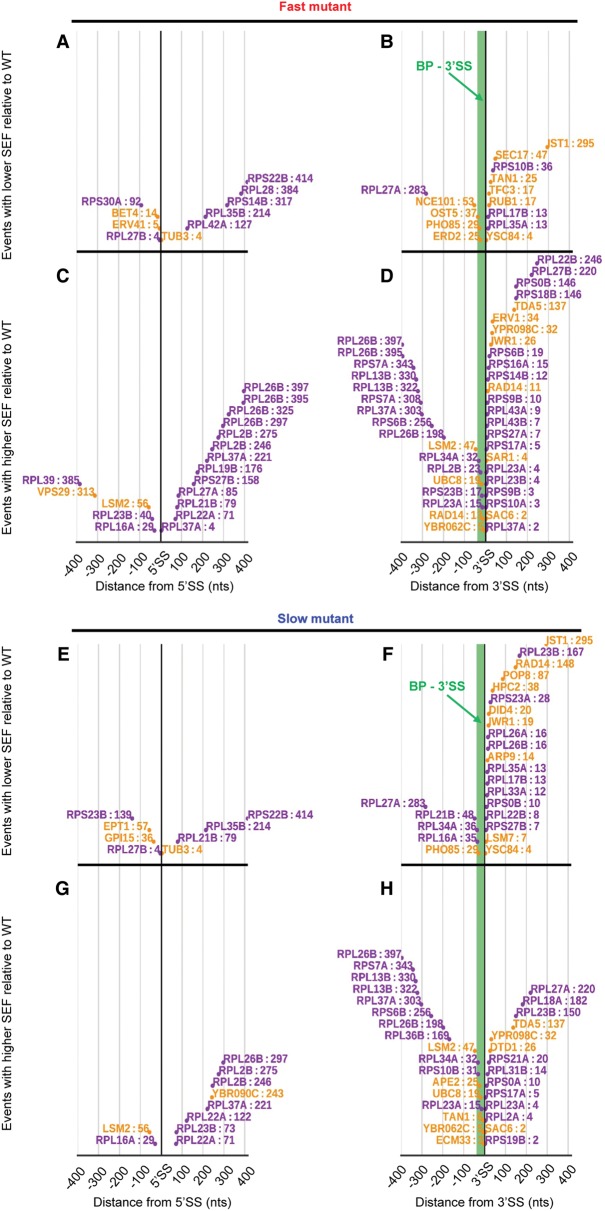
Distribution of the novel splice sites in RP (purple) and non-RP (orange) intron-containing transcripts whose SEF is significantly different in the fast and slow mutants relative to WT (*P* < 0.01). (*A*,*B*) Alternative 5′SS and 3′SS splicing events whose fidelity increased with the fast mutant. (*C*,*D*) Alternative 5′SS and 3′SS splicing events whose fidelity reduced with the fast mutant. (*E*,*F*) Alternative 5′SS and 3′SS splicing events whose fidelity increased with the slow mutant. (*G*,*H*) Alternative 5′SS and 3′SS splicing events whose fidelity reduced with the slow mutant. Green region upstream of 3′SS is the mean distance between BP and annotated 3′SS in budding yeast (∼37 nt).

### Features associated with splicing fidelity

In order to identify features that might be responsible for modulating splicing fidelity, we investigated the correlation between splicing error rate in all three strains and various transcript features, including intron length, predicted intron secondary structure (free folding energy, normalized by the intron length), 5′SS, BP and 3′SS scores, and frequency of 1- to 3-mers in the intron (Supplemental Fig. S6A). 

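Introns of RP transcripts were predicted to fold more stably per nucleotide than those of non-RP transcripts, with a median free energy of −0.185 against −0.131 kcal/mol per nt by RNAfold. Over 147 introns with events, this energy and log10 of the mean SEF over the strains gave a Pearson's r of 0.417 (Spearman's rho 0.448; permutation p = 1e-05, the smallest possible, adjusted p = 2e-05 over 6 features). Within 70 RP introns r was −0.07 (permutation p = 0.568) and within 77 non-RP introns 0.05 (p = 0.674). Adjusted for class, r was 0.0159 (permutation p = 0.846). The paper used mfold, and introns are not independent replicates.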

Transcripts with introns predicted to have less stable structure (higher free folding energy) have higher SEF (*P* < 1 × 10^−10^) (Fig. 4A). There is also a significant negative correlation between the intron length and SEF, indicating that shorter introns are more susceptible to splicing errors (*P* < 1 × 10^−23^) (Fig. 4B). This leads to the prediction that within pairs of RP paralogs that have introns of different lengths (but very similar or identical exons), the one with a shorter intron will have higher SEF than the other. Indeed, this is the case for seven RP paralogs whose intron lengths differ by >100 nt (Fig. 4C; Supplemental Fig. S7A). 

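RP introns were long, with a median of 406 nt, and their mean SEF was low, with a median of 0.0442%, whereas non-RP introns had medians of 94 nt and 2.39%. Over the 147 introns, length and log10 of the mean SEF gave a Pearson's r of −0.659 (Spearman's rho −0.670; permutation p = 1e-05, the smallest possible). On the scale of log10 length r was −0.677. Within RP introns r was −0.19 (permutation p = 0.110) and within non-RP introns −0.0024 (p = 0.983). Adjusted for class it was −0.0786 (permutation p = 0.340). RPL2A, with 147 nt, has a short intron for an RP gene, and TFC3, with 90 nt, is close to the non-RP median.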

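In the 7 pairs of RP paralogs, genes that encode nearly the same ribosomal protein, whose introns differ by over 100 nt, the copy with the shorter intron had the higher mean SEF in every pair (two-sided exact sign test over 7 pairs, p = 0.0156). RPL16A, with an intron of 290 nt (chromosome IX from 99096 to 99385), had a mean SEF of 0.522%, and RPL16B, with 449 nt (chromosome XIV from 494525 to 494973), 0.0315%, a ratio of 16.5. RPL27B (384 nt) had 0.168% against 0.0202% for RPL27A (561 nt), a ratio of 8.31, RPL2A (147 nt) 0.207% against 0.0422% for RPL2B (400 nt), and RPL43B (275 nt) 0.0251% against 0.0060% for RPL43A (403 nt). The ratio was 1.95 for RPS27A over RPS27B, 1.28 for RPS21A over RPS21B and 1.14 for RPS19A over RPS19B. In WT alone RPL43B was not above RPL43A, and in slow alone RPS19A was not above RPS19B. Without the second slow library the shorter intron had the higher value in 5 of 7 pairs (exact sign test p = 0.453), and without events that differ between replicates, a choice added after seeing the data, in 3 of 3 (exact sign test p = 0.25, the smallest that 3 pairs allow). Among 9 pairs that differ by 34 to 100 nt the shorter intron had the higher value in 3 (exact sign test p = 0.508), and over all 22 pairs with events in both copies in 11 (exact sign test p = 1), comparisons added after seeing the data. Among the 9, RPS9B (413 nt) had 0.0202% against 0.226% for RPS9A (501 nt), and RPS0B (359 nt) 0.0326% against 0.161% for RPS0A (455 nt). The other way went RPS17B (314 nt), with 0.404% against 0.0311% for RPS17A (398 nt), and RPL22B (321 nt), with 5.12% against 0.396% for RPL22A (389 nt). Exons of these pairs are similar and may share reads.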

A similar comparison of seven RP paralogs whose introns differ by <34 nt found no significant difference in their SEF (Supplemental Fig. S7B). 

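Among 6 pairs of RP paralogs whose introns differ by less than 34 nt and that have events in both copies, the shorter intron had the higher mean SEF in 1 pair (two-sided exact sign test over 6 pairs, p = 0.219). The pairs are RPL17A and RPL17B, RPL23B and RPL23A, RPL26A and RPL26B, RPL33A and RPL33B, RPL37A and RPL37B, and RPS10B and RPS10A. The pair with the higher value in the shorter intron was that of RPL37, with a ratio of 4.78. With 6 pairs the test passes only when every pair goes the same way.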

As might be predicted, 3′SS score anti-correlates with splicing error rate (*P* < 1 × 10^−13^) (Fig. 4D). 

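Annotated 3′SSs of RP introns scored higher, with a median of 78.6 than those of non-RP introns, with 62.1. Over the 147 introns with events, the 3′SS score and log10 of the mean SEF gave a Pearson's r of −0.558 (Spearman's rho −0.595; permutation p = 1e-05, the smallest possible). Adjusted for class, r was −0.156 (permutation p = 0.0590). The 5′SS scores had medians of 85.8 in RP and 88.9 in non-RP introns and gave r = 0.041 (permutation p = 0.626). Scores are the log2 probability of a site under position weights of the annotated introns, rescaled as in the paper's methods.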

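Within RP introns the 3′SS score and the mean SEF gave a Pearson's r of −0.346 (Spearman's rho −0.363; permutation p = 0.0035, adjusted p = 0.0208 over 6 features), and within non-RP introns −0.053 (permutation p = 0.646). The slope of log10 SEF per point of score was −0.0239 in RP and −0.0030 in non-RP introns. The difference of −0.0209 between the slopes had a permutation p of 0.0505.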

Notably, the effect on splicing error rate of having a poor 3′SS score is also significantly greater within RP genes (*P* < 0.05) (Fig. 4D). 

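Branch points of RP introns matched the consensus more closely, with a median score of 93.0 against 84.3 in non-RP introns. Over 91 introns with an annotated branch point, its score and log10 of the mean SEF gave a Pearson's r of −0.203 (permutation p = 0.0533, adjusted p = 0.0799) and a Spearman's rho of −0.359 (permutation p = 4.80e-04). Within RP introns r was 0.07 (permutation p = 0.664) and within non-RP introns −0.07 (p = 0.606). With at least 10 reads per event r was −0.291 (permutation p = 0.0113), and without the first WT library it was −0.207 (p = 0.0485). Adjusted for class it was −0.0181 (permutation p = 0.865). In 6 introns the listed branch point lies over 100 nt from the annotated 3′SS, at 180 to 356 nt in the RP genes RPL13B, RPL36B, RPS6B and RPS7A. Without these 6, a choice added after seeing the data, r was −0.362 over 85 introns (permutation p = 4.90e-04), −0.14 within RP introns (p = 0.441) and −0.05 within non-RP introns (p = 0.724).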

There is also a weak but significant negative correlation (*P* < 1 × 10^−6^) between BP score and mean SEF, indicating a small contribution of the BP in maintaining splicing fidelity (Fig. 4E). However, delta G of the BP-3′SS region and splicing fidelity show no correlation (*P* > 0.05) (Fig. 4F). Collectively, greater SEF (lower fidelity) correlates with shorter introns together with less stable intron secondary structure and poor 3′SS score. 

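The stretch from branch point to 3′SS had a median of 38 nt in RP and 32 nt in non-RP introns. Its free energy per nucleotide and log10 of the mean SEF gave a Pearson's r of 0.075 over the 91 introns (permutation p = 0.483; Spearman's rho 0.128, permutation p = 0.226). Within RP introns r was 0.07 (permutation p = 0.669) and within non-RP introns −0.13 (p = 0.370). Without the introns whose listed branch point is over 100 nt away, r was −0.01 (permutation p = 0.913), and −0.30 within non-RP introns (p = 0.0308).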

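Unannotated splice sites scored below the annotated sites of the introns with events. The weights were built from annotated introns, so that annotated sites score higher by construction, and the p-values of the scores are no test of this. The median 5′SS score was 57.9 over 87 unannotated sites and 87.9 over 147 annotated ones, and the median 3′SS score 44.2 over 191 unannotated and 70.4 over 147 annotated sites (permutation p = 1e-05 for each, the smallest the permutations can give). GTATGT, the consensus start of the yeast intron, was present at 115 of the annotated 5′SSs (78.2%) and at 2 of the unannotated ones (2.30%). A pyrimidine before the final AG was present at 141 annotated 3′SSs (95.9%) and 87 unannotated ones (45.5%), and AAG at 4.08% and 41.9%. AAG is seen for example in IST1 (GGATGATGGTATTAACGAAG) and RPL34A (ACAAAATCAAGGTTGTTAAG), and an unusual 5′SS in QCR9 (GTGTGTGTGT).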

We also generated sequence logos for 5′SSs and 3′SSs of novel introns, finding that the novel introns predominantly have suboptimal splice sites (Fig. 4G). The polypyrimidine tract preceding the novel 3′SSs also shows a relaxation from the consensus sequence, highlighting the significance of the polypyrimidine tract sequence in correct recognition of the 3′SS, even in budding yeast (Plass et al. 2012). Additionally, our analysis shows that novel RP introns whose use increases with fast or slow mutants have significantly higher predicted free energy (Supplemental Fig. S7C,D). In contrast, novel events that are less frequent (increased fidelity) with the RNAPII mutants do not have different free energy compared with annotated introns. This suggests that selection of novel introns with less stable secondary structure increases with changing transcription elongation rate. 

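In the stretch of intron before the 3′ AG, pyrimidines made up a median of 61.5% at annotated and 46.2% at unannotated 3′SSs (permutation p = 6e-05). The means were 63.5 and 49.8%. T alone made up a mean of 48.1% at annotated and 32.7% at unannotated sites. RPL33A shows both: its annotated 3′SS reads TATTCCTTTTTTTTTTTTAG and the unannotated one downstream TTTTTTAGTGTACGTCAAAG.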

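Unannotated introns of RP transcripts that were used more in a mutant had a median free energy of −0.173 kcal/mol per nt when higher in fast (68 introns) and −0.166 when higher in slow (46 introns), against −0.185 for the 70 annotated introns of the same transcripts. The difference had a permutation p of 0.0407 in fast (adjusted p = 0.217 over 16 comparisons) and 0.0021 in slow (adjusted p = 0.0166). Against RP events not called in the same mutant, the adjusted p was 0.247 in fast and 0.0074 in slow. Unannotated introns that share an annotated intron overlap in sequence and are not independent, so that these p-values can be too small. Non-RP introns that were higher had medians of −0.132 in fast and −0.143 in slow, against −0.131 for annotated ones (permutation adjusted p = 0.934 and 0.720).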

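RP introns called lower had a median free energy of −0.187 kcal/mol per nt in fast (23 introns) and −0.180 in slow (34 introns), beside the annotated RP introns (permutation adjusted p = 0.934 and 0.720). In non-RP transcripts the introns called lower had −0.136 in fast and −0.154 in slow (permutation adjusted p = 0.720 and 0.394).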

Using these and other features listed in Supplemental Figure S6A to predict the splicing error rate by a random forest regression model reveals a good correlation (R = 0.804) between observed and predicted splicing error rate (Fig. 4H).

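A random forest of 200 trees on 180 features predicted log2 SEF of the 278 events with a mean correlation of 0.754 ± 0.0122 (SD over 5 seeds) between predicted and observed values in 3-fold cross-validation. Among RP events the correlation was 0.386 and among non-RP events 0.224. The class of the transcript alone, RP or non-RP, had a correlation of size 0.751 with log2 SEF, taken directly without a forest or cross-validation. With 10 folds the forest gave 0.768. With all events of an annotated intron kept in the same fold it gave 0.665, with 0.155 among RP and −0.0073 among non-RP events. The features were length, folding energies, splice site and branch point scores and frequencies of 1- to 3-mers, each for the unannotated and the annotated intron. Events of 1 annotated intron share its features, so folds that split them use the same values for training and for testing.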

**Figure 4.**
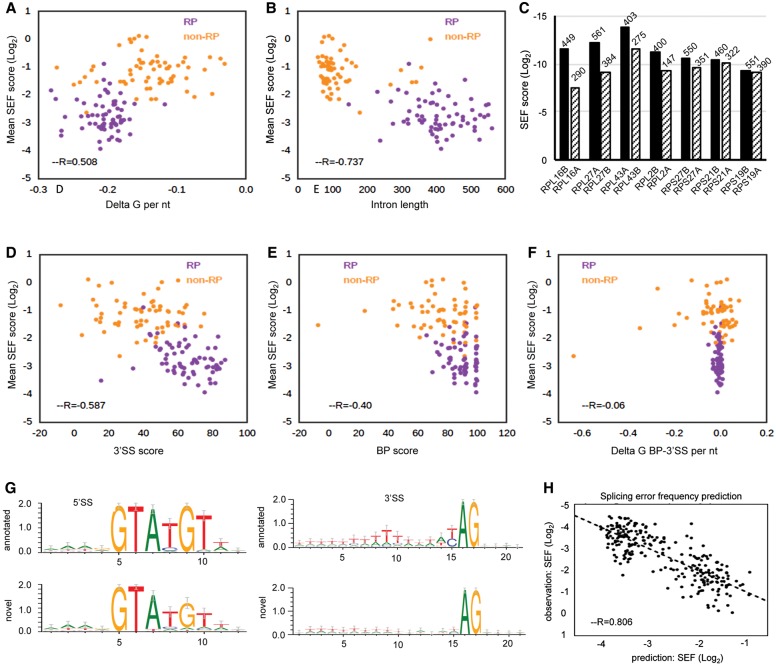
Features associated with SEF. Orange points represent novel events in non-RP transcripts, and purple points denote RP transcripts. (*A*) Positive correlation between delta G of intron (see Methods) and mean SEF of the transcripts. Delta G of intron was divided by the intron length to achieve delta G per nucleotide. More negative delta G values represent more structured introns. (*B*) Negative correlation between intron length and mean SEF. (*C*) Mean SEF of seven pairs of paralogs. Paralogs with shorter intron length (IL) have higher SEF. (*D*) Negative correlation between 3′SS score (see Methods) and mean SEF. The score expresses how similar the splice sites are to the budding yeast 3′SS consensus. (*E*) Weak negative correlation between BP score and mean SEF. (*F*) Absence of correlation between delta G of BP-3′SS region and mean SEF. Delta G was divided by the distance between BP and 3′SS to achieve delta G per nucleotide (*G*) Sequence logos were generated for 5′SSs and 3′SSs of all novel alternative splicing events. For annotated introns, sequence logos were generated only from splice sites of transcripts that had novel alternative splicing events. (*H*) Correlation between observed and predicted SEF (as described in Methods).

### Altering transcription speed increases splicing of cryptic introns and enhances exon skipping

The results described above refer to errors in splicing transcripts from the ∼5% of genes that are known to contain introns. Due to the depth of the RNA sequencing, splicing of cryptic introns was detected for 140 normally unspliced transcripts, as evidenced by at least five unique splice junction reads in the WT sequence data (Supplemental Table S1). 

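Cryptic introns were found in transcripts without an annotated intron for 190 junctions in 119 transcripts, at 5 reads in both libraries of 1 or more strains, and a further 44 lay in 25 intron-containing transcripts. With at least 5 reads in both WT libraries there were 98 introns in 63 transcripts, and with at least 5 reads in 1 WT library 402 introns in 280 transcripts. Supplemental Table S1 lists 173 such introns in 112 transcripts, of which 172 were found in the files. The median length of the 190 introns was 148.5 nt, against 134 nt for the 267 annotated introns. A cryptic intron was assigned to a gene when both ends lay within 300 nt of its coding region on its strand. This places introns in the 5′ untranslated regions of RPS26A and RPL29 with neighbouring genes. Identical bases of 8 nt or more stand at both ends of 42 of the 190 introns, in 19 transcripts, and of none of the annotated introns. The repeat-bearing genes UBI4, for polyubiquitin, with 12, FLO1, for a flocculin, with 5, and SSA1 and NOP1, with 4 each, hold most of them. In such an intron the place of the junction cannot be told from the reads.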

Perturbing RNAPII elongation rate in either direction increases splicing of these cryptic introns compared with WT (Fig. 5A). This is presumably a consequence of fast and slow transcription reducing splicing fidelity. 

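With 5 reads asked for in both libraries of any strain, more called cryptic introns were higher than lower in each mutant. Introns can enter this set through a mutant alone, which favours higher calls, and 32 of the 190 had no read in WT. Among the 190 introns in intron-less transcripts, 97 differed from WT in fast, 65 higher and 32 lower (two-sided exact binomial test p = 0.0010), and 99 in slow, 76 higher and 23 lower (p = 8.53e-08), by Fisher's exact test on summed reads at p under 0.01. Relative to the RPKM of Supplemental Table S1, which covers 141 introns, 40 were higher and 19 lower in fast (exact binomial p = 0.0086), and 29 higher and 18 lower in slow (p = 0.144). The other values are relative to annotated junction reads. On that scale annotated RP introns in slow had a median log2 ratio of −0.04, against −0.56 relative to all reads. The median log2 ratio of the 190 introns in slow was 0.63 relative to annotated junction reads. Much of the rise in slow can thus come from the denominator. PUS7, for a pseudouridine synthase, has a 323-nt cryptic intron (chromosome XV from 791693 to 792015) with 1 and 13 reads in WT, 104 and 91 in fast and 143 and 89 in slow, log2 ratios of 3.58 and 4.28 relative to all annotated junction reads (Fisher's exact test p = 2.14e-36 and 5.06e-60). SCR1, the RNA of the signal recognition particle, had 67.6 ± 17.1 (SD, n = 2) reads per 1000000 annotated junction reads (RPM) in WT, 114 ± 2.09 in fast and 117 ± 11.8 in slow, and MTR2, of mRNA export, 38.4, 55.3 and 54.8. Lower in fast were MCR1, a mitochondrial reductase, from 16.7 ± 9.47 to 6.24 ± 0.337 (log2 ratio −1.46, Fisher's exact test p = 1.51e-14), and PDX3, of vitamin metabolism, from 13.7 ± 3.11 to 5.08 ± 0.825. RET1, of RNA polymerase III, had 23 and 35 reads in WT and none in either mutant. These genes were chosen after their values were seen. The share depends on which introns enter. A minimum set on WT reads alone favours lower calls: with at least 5 reads in 1 WT library, 236 differed in fast, 11.4% of them higher, and 185 in slow, 28.1% higher, and with at least 5 reads in both WT libraries 45 in fast, 37.8% higher (exact binomial test p = 0.135), and 51 in slow, 58.8% higher (p = 0.262). With at least 5 reads in all 6 libraries, which leaves 64 introns, 24 differed in fast, 62.5% higher (exact binomial test p = 0.307), and 32 in slow, 87.5% higher (p = 1.93e-05). The last 2 minimums were added after seeing the data. edgeR across the libraries called 5 introns in fast and 2 in slow, all higher (46 and 40 at an unadjusted p under 0.05). Of the 5, 2 are the introns in the 5′ untranslated regions of RPS26A and RPL29, and the others, in PEX4, EST1 and ADE2, had no read in WT, as had the 2 called in slow, in EST1 and ADE2. Whether the strains differ in sequence there was not tested. The same Fisher's test between the 2 libraries of a strain called 45, 53 and 60 of the 190. Between 1 mutant and 1 WT library it called a mean of 83.5 in fast and 85 in slow over 4 pairs each.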

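The intron at the 3′ end of FES1, the nucleotide exchange factor of cytosolic Hsp70, is 128 nt long and lies on chromosome II from 443706 to 443833. Its junction had 223 and 269 unique reads in WT, 109 and 156 in fast and 269 and 347 in slow.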

Interestingly, splicing of the intron at the 3′ end of *FES1* (Gowda et al. 2016) is affected differentially with elongation rate. With the fast mutant, a twofold increase in the *FES1* shorter isoform that results from using the promoter-proximal polyadenylation site and a slight increase in splicing of the intron (generating longer isoform) with the slow mutant suggest cotranscriptional regulation of *FES1* splicing (Fig. 5B; Supplemental Fig. S7E). This result does not conform with a simple kinetic model that would predict that faster elongation might increase 3′SS recognition and enhance splicing. However, as we have shown that fast transcription decreases cotranscriptional splicing, this result may be explained if cotranscriptional cleavage and polyadenylation is less affected by faster elongation. This is consistent with preferential induction of the shorter isoform due to increased transcription upon heat shock (Gowda et al. 2016).

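Reads of the FES1 junction, taken relative to all annotated junction reads, were fewer in fast and more in slow than in WT by Fisher's exact test on summed reads. The junction had 47.5 ± 10.4 RPM of annotated junction reads (SD, n = 2) in WT, 21.8 ± 5.90 in fast and 69.2 ± 1.86 in slow. The log2 ratio was −1.11 in fast (Fisher's exact test p = 3.53e-25) and 0.55 in slow (p = 2.20e-10), and the 2 libraries of each mutant lay outside the range of WT. The WT and the fast libraries also differed from each other (Fisher's exact test between replicates p = 5.84e-04 and 0.0021), the slow ones did not (p = 0.654). edgeR across the libraries called neither mutant (adjusted p = 0.0937 and 0.278). The gain in slow depends on the denominator, since annotated junction reads were a smaller part of all reads in slow. Relative to the first WT library, total reads were 1.04 in the second WT library and 1.19 and 1.30 in slow. FES1 reads were 223 and 269 in WT and 269 and 347 in slow, so the denominator can account for most of that gain. The reads of the shorter, unspliced isoform are not separated in the files, so its increase in fast was not analysed here, and these values count the longer isoform relative to all annotated splicing, so that a change of transcript level is not separated from one of splicing. From the rise of the shorter isoform with fast and the slight gain of splicing with slow RNAPII, the paper proposes that FES1 splicing is regulated cotranscriptionally.

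**Figure D5:**
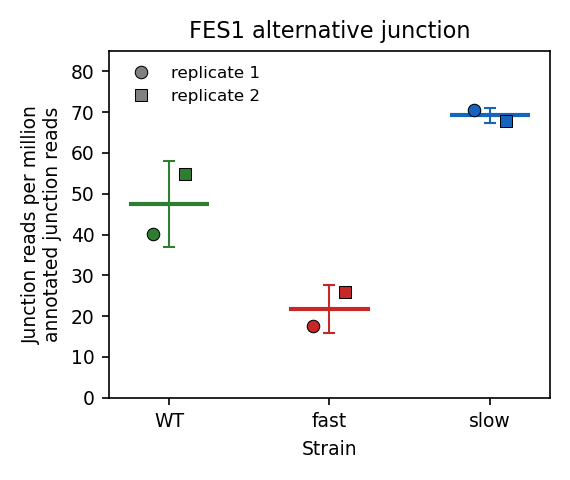
FES1 junction reads (RPM of annotated junction reads) in WT, fast and slow, with 1 point per library, the mean and an error bar of 1 SD (n = 2). The fast libraries, at 17.6 and 26.0, lie below both WT libraries, at 40.1 and 54.9, and the slow ones, at 70.5 and 67.8, above.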

**Figure 5.**
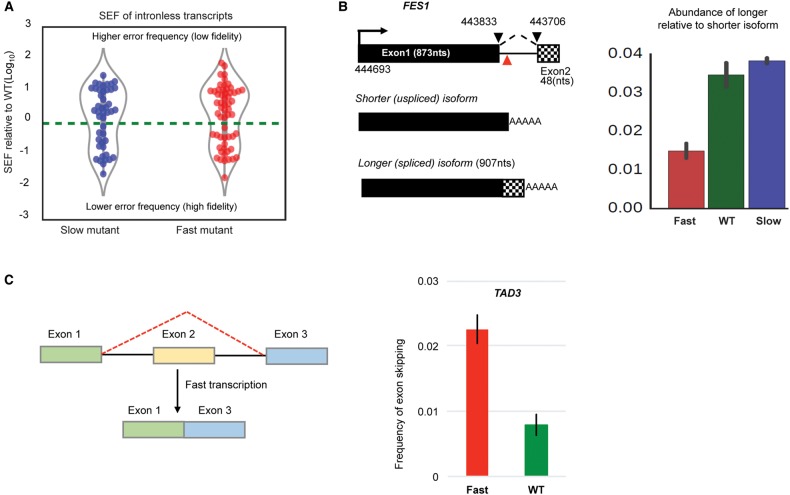
(*A*) Violin plots show the occurrence of cryptic splicing events within intron-less transcripts in the slow and fast mutants relative to WT. This plot includes all novel splicing events with significantly different SEF in mutants relative to WT (Fisher's exact test; *P* < 0.01). Points *above* the dashed line (zero) are splicing events with SEF greater than WT (reduced fidelity). Points *below* the dashed line are the events with improved splicing fidelity compared with WT. (*B*) Splicing of *FES1* intron. Intron (ends connected by dashed lines) is 128 nt, and red triangle sign shows where promotor proximal polyadenylation occurs. Splicing of the intron generates a longer isoform. Barplot shows relative abundance of the longer (spliced) isoform relative to shorter isoform, measured by dividing junction read counts of longer isoform over FPKM of the shorter isoform. (*C*) Second exon skipping in *TAD3* transcript with the fast mutant. To calculate frequency of exon skipping, the number of exon1–exon3 junction (exon skipping) reads was divided by the number of exon1–exon2 junction (first intron splicing) reads. A similar result is obtained by dividing by the number of exon2–exon3 junction reads.

However, splicing of some cryptic introns found with WT RNAPII appear insensitive to alteration in transcription speed, for example, *PRP5* and *MRM2* that have 167- and 63-nt introns, respectively, with canonical splice sites (Miura et al. 2006; Yassour et al. 2009). 

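PRP5, for a DEAD-box protein of the spliceosome, has a cryptic intron of 167 nt on chromosome II from 691967 to 692133. It had 747 and 738 reads in WT, 822 and 1066 in fast and 698 and 1251 in slow, or 142 ± 11.4 (SD, n = 2), 155 ± 31.5 and 214 ± 43.6 RPM. The fast value was not called (log2 ratio 0.13, Fisher's exact test p = 0.0111), and the slow value was higher (log2 ratio 0.62, Fisher's exact test p = 4.21e-36). MRM2, for a mitochondrial rRNA methyltransferase, has one of 63 nt on chromosome VII from 253186 to 253248, with 29.03 ± 2.70, 34.2 ± 9.64 and 44.8 ± 2.20 RPM. Its log2 ratio was 0.23 in fast (Fisher's exact test p = 0.0398, not called) and 0.63 in slow (p = 8.79e-09). edgeR across the libraries did not call PRP5 or MRM2 in slow (adjusted p = 0.171 and 0.231). These values are relative to annotated junction reads. On that scale annotated RP introns in slow had a median log2 ratio of −0.04, against −0.56 relative to all reads. Relative to the first WT library, total reads were 1.04 in the second WT library and 1.19 and 1.30 in slow. PRP5 reads were 747 and 738 in WT and 698 and 1251 in slow. The denominator can thus account for most of the rise of PRP5 and MRM2 in slow, and no log2 ratio relative to all reads is given here. The paper divided by the RPKM of the transcript, which is another measure.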

Previously, only *RPL30* was reported to have a novel intron in the second exon (Schreiber et al. 2015). 

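Supplemental Table S1 places introns in the second exon of RPL30 (2 introns), RPS4A (10), RPL27A (3), RPL19B, RPS16B and RPS23B (1 each), all RP genes. The intron in RPS16B, for a small-subunit protein (chromosome IV from 306806 to 307073), had 0 and 6 reads in WT, 10 and 19 in fast and 40 and 26 in slow, log2 ratios of 2.05 (Fisher's exact test p = 5.06e-04) and 3.69 (p = 3.45e-16). That in RPL19B (chromosome II from 168870 to 169052) had 6 and 7 reads in WT, 10 and 9 in fast and 0 and 10 in slow, and the same 13 nt stand at both of its ends. Such reads are few beside those of the annotated introns of these genes, and their paralogs may share them.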

Here we report five more genes like this (Supplemental Table S1). As with other splicing events that disrupt translational open reading frames, such nonproductive splicing may provide a mechanism to reduce expression of these genes by promoting the turnover of the spliced RNA, referred to as spliceosome-mediated decay (Volanakis et al. 2013). Recently, Gould et al. (2016) reported finding an unusual (for yeast) AT-AC intron nested inside the annotated intron of *RPL30*, but neither we nor two other studies (Kawashima et al. 2014; Schreiber et al. 2015) found evidence for this.

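Inside the annotated intron of RPL30 (230 nt, chromosome VII from 439094 to 439323), no junction with AT-AC ends and no other nested junction was listed in any of the 6 libraries. The annotated junction had 700760 unique reads in them together. A count of 0 then allows a share of up to 4.28e-04% of the annotated junction reads (3 reads of that total), which covers counting error only. RPL30 encodes a large-subunit protein that binds its own transcript and blocks its splicing. Unannotated AT-AC junctions need a longer overhang in STAR than annotated ones, so that they are counted less readily.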

Only 10 genes in *S. cerevisiae* contain two introns, and RT-PCR evidence of exon skipping was reported for few of these (Hossain et al. 2011; Egecioglu et al. 2012). 

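TAD3, for a subunit of the tRNA adenosine deaminase, has 2 introns on the minus strand of chromosome XII, from 766182 to 766249 and from 766074 to 766129, around a second exon of 52 nt. Reads that join exon 1 to exon 3 numbered 5 and 6 in WT, 16 and 22 in fast and 0 and 29 in slow. As a share of exon 1 to exon 2 reads this was 0.620% (exact 95% interval 0.201 to 1.45%) and 0.906% (0.331 to 1.98%) in the WT libraries, 2.05% (1.17 to 3.35%) and 2.38% (1.49 to 3.63%) in fast, and 0% (up to 0.415% by 3 counts) and 2.97% (1.98 to 4.30%) in slow. Skipping was 2.98-fold higher in fast on summed reads (Fisher's exact test p = 7.81e-04), and 2.90-fold with exon 2 to exon 3 reads as the denominator (p = 0.0012). In slow it was 2.28-fold (Fisher's exact test p = 0.0242), or 1.97-fold with the other denominator (p = 0.0544), and rests on the second library alone. Its log2 ratio in slow was 0.91 without the first WT library (Fisher's exact test p = 0.185) and 1.99 without the first slow library.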

Searching for evidence of exon skipping in our RNA-seq data, we found a threefold increase in skipping of the *TAD3* second exon in the fast mutant (Fig. 5C). Exon skipping is detected with low frequency in other two-intron transcripts, including *DYN2* (Howe et al. 2003) but with insufficient read density to draw a clear conclusion (Supplemental Fig. S8). 

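In other transcripts with 2 introns, reads that skip the middle exon were few and mostly came from 1 library of a strain. DYN2, for dynein light chain, had 0 and 34 in WT, 12 and 20 in fast and 10 and 54 in slow, of 19040 exon 1 to exon 2 reads in all, a ratio of 0.729 in fast (Fisher's exact test p = 0.214) and 1.42 in slow (p = 0.102). SUS1, of mRNA export and histone deubiquitination, had 18 and 0, 11 and 0, and 13 and 0. EFM5, a protein methyltransferase, had 13 and 3 in WT, none in fast and 0 and 13 in slow. HMRA1, of the silent mating locus, had 13 in the first WT library, YOS1, of vesicle traffic, 11 in the first fast library, and VMA9 2 in the second WT and 5 in the second slow library. In DYN2 the second WT library alone had a share of 1.49% (exact 95% interval 1.03 to 2.09%), and the first, at 0, allows up to 0.101%.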

There is no sign of exon skipping for the highly expressed *RPL7A* and *RPL7B*, the only RP transcripts with three exons, which is consistent with higher splicing fidelity in RP transcripts (Fig. 2C).

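RPL7A, with 367111 exon 1 to exon 2 reads over the 6 libraries, had 9 exon-skipping reads in the first WT library, 3 in the second fast library and none elsewhere. The share in the first WT library was 0.0147% (exact 95% interval 0.0067 to 0.0278%). RPL7B, its paralog, with 22181 such reads, had 7 and 1 in WT and none in the mutants, a share of 0.0990% (exact 95% interval 0.0398 to 0.204%) in the first WT library. In fast a count of 0 allows up to 0.171 and 0.186% and in slow 0.136 and 0.111%. These introns also host snoRNAs, and reads may be shared between the paralogs.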

## Discussion

Our analysis of the kinetics of splicing nascent 4tU-labeled RNA detects production of the pre-mRNA before it is spliced (Fig. 1). Greater accumulation of the pre-mRNA with the fast RNAPII compared with the WT strain indicates that splicing does not keep up with a faster elongating RNAPII. This is in accord with results from single-molecule intron tracking (SMIT), which measures the distance that RNAPII has transcribed past the intron when cotranscriptional splicing occurs (Carrillo Oesterreich et al. 2016). SMIT showed that for 87 genes tested, the fast RNAPII transcribed significantly further than normal RNAPII when splicing occurred, but they did not test a slow mutant (Carrillo Oesterreich et al. 2016). Our data indicate that splicing occurs sooner after transcription by slower RNAPII compared with WT RNAPII. In support of this, we show more spliced mRNA associated with slow RNAPII and less with fast RNAPII compared with WT. Together, these different assays show that with faster elongation, less splicing occurs cotranscriptionally but more of the second exon may be available to the splicing machinery at the time when splicing takes place, whereas with slower elongation, more splicing takes place cotranscriptionally and sooner after transcription of the 3′SS. Importantly, these results suggest that when transcription elongation rate changes, the rate of splicing does not change correspondingly. This is consistent with the window of opportunity model, which proposes that slow elongation expands and fast elongation compresses the time available for upstream splice sites to be recognized before competing downstream splice sites are produced (Kadener et al. 2001; de la Mata et al. 2003; Kornblihtt 2007; Saldi et al. 2016). In the case of single intron genes, this translates to more or less time being available for splicing to occur before 3′ end processing occurs and transcription terminates, that is, cotranscriptionally.

Our measurements of splicing efficiency, either transcriptome-wide by RNA-seq or by RT-qPCR of total RNA, reveal an inverse correlation between elongation rate and splicing efficiency (Fig. 1; Supplemental Fig. S2). A previous study with RNAPII elongation mutants also documented an anti-correlation between splicing efficiency and transcription elongation speed in budding yeast based on the ratio of intron to spliced exon junction signals from microarray data (Braberg et al. 2013). We reveal that the overall reduced splicing efficiency in the fast mutant is due to an effect predominantly on RP transcripts, whereas the slow mutant improves splicing efficiency for both RP and non-RP transcripts (Fig. 1). Moreover, this is not simply due to there being more or less unspliced pre-mRNA as a consequence of different decay rates in the mutants, as the level of spliced mRNA is elevated in the slow mutant and reduced in the fast mutant compared with the WT (Supplemental Fig. S2B,C). In the case of slower elongation, the increased splicing efficiency may be explained by splicing factors having an increased opportunity to bind to splice sites as they emerge from the RNAPII exit channel before other competing events occur downstream. The corollary is that in the fast mutant the lower splicing efficiency could be due to the greater potential for competing events, such as RNA secondary structure that masks splice sites (Eperon et al. 1988), or to competition with downstream cryptic splice sites (discussed below). As there is less spliced mRNA at steady state with the fast RNAPII, it appears that post-transcriptional splicing does not compensate for the reduced amount of cotranscriptional splicing. This is an important observation, as it implies that it is advantageous to splice cotranscriptionally.

We also tested, for the first time, how RNAPII elongation mutants affect alternative splicing or splicing fidelity (annotated versus novel splicing events) transcriptome-wide in budding yeast (illustrated Fig. 2B). We find that, with WT RNAPII, RP transcripts in general are spliced with higher fidelity than non-RP transcripts (Fig. 2C), and splicing fidelity correlates with mRNA abundance (Fig. 2D), 3′SS score, and longer and more highly structured introns (Fig. 4); all features that are typical of RP introns. Nevertheless, we show that splicing fidelity of RP transcripts is reduced by changes in transcription speed, especially by faster transcription, whereas non-RP introns are less sensitive to changes in elongation rate, with fidelity being moderately increased or reduced with the same likelihood (Fig. 2E). We conclude that, especially for RP transcripts, speed of transcription is critical for both the efficiency and the fidelity of splicing.

With WT RNAPII, more novel 3′SSs are used than novel 5′SSs, and it is the frequency with which these novel splice sites are used, rather than the number of different types of splicing events, that is lower for RP compared with non-RP transcripts. Meyer et al. (2011) reported that real (canonical) 3′SSs are more accessible than are cryptic 3′SSs due to effects of intron structure, which might explain why cryptic splice sites are less frequently used in RP transcripts that, in general, have more highly structured introns. Non-RP introns, on average, have lower 3′SS scores than RP introns (Fig. 4D), which may contribute to their higher error frequency. Moreover, the productive alternative splicing events identified to date in budding yeast are exclusively in non-RP transcripts, reflecting the need for greater flexibility in splice site choice.

The higher SEF for RP transcripts with the RNAPII mutants is due mainly to an increased error frequency for the same novel splice sites found with WT RNAPII, rather than use of new splice sites in the mutants (Fig. 3). Also, more errors occur in 3′SS selection with RP transcripts (Fig. 3); therefore although 3′SS score correlates with fidelity in yeast, this does not seem to protect against the effects of changing elongation rate, at least for the RP transcripts. This is unlike the situation with human fibronectin exon domain I (EDI), where responsiveness of exon skipping to elongation rate was inversely proportional to 3′SS strength (Nogués et al. 2003).

It has been proposed that spliceosomes can use any 3′SS located within an optimal distance (10–45 nt) downstream from the BP, but RNA structures can make optimal 3′SSs more accessible while masking suboptimal 3′SSs (Meyer et al. 2011). For example, there is a cryptic 3′SS between BP and annotated 3′SS of *RPS23B*, but it is masked by secondary structures (Meyer et al. 2011). 

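In RPS23B, for a small-subunit protein near the decoding center, the 3′SS 17 nt upstream of the annotated one lies on chromosome XVI at 795377 with the sequence AAACTATGTTTTGTCAAAAG, against AAGTTAATCGTTTAAAACAG at 795394, in a 365-nt intron from 795030. Its SEF was 0.0890% ± 0.0475 (SD, n = 2) in WT, 0.173% ± 0.0113 in fast (log2 ratio 0.97, Fisher's exact test p = 1.23e-11) and 0.0947% ± 0.0033 in slow (log2 ratio 0.11, Fisher's exact test p = 0.542).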

Interestingly, the fast mutant enhances use of this cryptic 3′SS, suggesting that faster transcription weakens the structure of pre-mRNA in this region, making the suboptimal 3′SS more accessible (Supplemental Fig. S4G). In contrast, the elongation mutants do not increase SEF of an alternative upstream 3′SS event in *APE2* (Supplemental Fig. S4H), which was shown to be spliced with higher frequency upon heat shock, probably because of unstable RNA structure in the BP-3′SS region at elevated temperature (Yassour et al. 2009; Meyer et al. 2011). These different effects of transcription elongation on cryptic 3′SS use in *RPS23B* and *APE2* might suggest that changes in elongation rate preferentially affect stable RNA structure of the RP transcripts, which is consistent with the observed correlation between intron structure and splicing fidelity (Fig. 4A). However, we did not observe a genome-wide correlation between SEF and delta G of BP-3′SS regions (Fig. 4F). 

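In APE2, for an aminopeptidase, the 3′SS 18 nt upstream of the annotated one lies on chromosome XI at 155636 with the sequence TTGTACCCAAAAGTACGAAG, against AGGACAACTAAAATGACCAG at 155654, in a 383-nt intron from 155272. Its SEF was 48.9% ± 2.97 (SD, n = 2) in WT, 44.7% ± 4.498 in fast (log2 ratio −0.13, Fisher's exact test p = 0.278) and 59.9% ± 25.6 in slow. The slow value was called higher on summed reads (log2 ratio 0.33, Fisher's exact test p = 0.0043), but its libraries lie on different sides of WT, and the log2 ratio was −0.23 without the second slow library and 0.27, not called, without the second WT library. A second 3′SS, 25 nt upstream and chosen after its values were seen, went from 9.42% ± 1.19 to 16.1% ± 8.74 in fast (log2 ratio 0.74, Fisher's exact test p = 2.83e-04, libraries on different sides of WT) and to 22.6% ± 2.74 in slow (log2 ratio 1.28, Fisher's exact test p = 4.43e-11).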

Conceivably, BP-3′SS structure affects use of canonical 3′SSs in a gene-specific manner, and a more detailed analysis is required to investigate these effects.

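Of the 132 alternative 3′SSs downstream of the annotated one, 108 lay within 50 nt (81.8%, exact 95% interval 74.2 to 88.0%) and 79 within 20 nt (59.8%), over all strains. RP transcripts held 63 of them and non-RP transcripts 69. The 24 sites further downstream include those of RPL27A, IST1 and TDA5.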

Downstream novel 3′SSs mainly occur very close to the annotated 3′SSs (Supplemental Fig. S3), presumably constrained by the 10- to 45-nt optimal distance from the BP (Meyer et al. 2011) rather than any lack of downstream “AG” dinucleotides (potential 3′SSs) (Supplemental Fig. S6B). Those few novel 3′SSs that occur further downstream could use cryptic BPs. For example, lariat sequencing detected two additional BPs in *TDA5* downstream from the annotated BP (Gould et al. 2016) that could explain our finding of a suboptimal 3′SS 127 nt downstream from the annotated 3′SS in *TDA5* (Supplemental Fig. S4A).

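TDA5, a gene named for topoisomerase I damage affected, has a 71-nt intron on chromosome XII from 987142 to 987212 whose annotated 3′SS reads AACATGACGAACTAACCTAG. The 3′SS 127 nt downstream, at 987339, reads AGAGCCTTCGTGAATTTAAG. Its SEF was 3.96% ± 2.33 (SD, n = 2) in WT, 1.80% ± 0.0873 in fast (log2 ratio −1.16, Fisher's exact test p = 0.0127, not called) and 3.16% ± 2.75 in slow (log2 ratio −0.44, Fisher's exact test p = 0.269). A second site 137 nt downstream, chosen after its values were seen, had 11.8% ± 11.1 in WT, 23.5% ± 15.3 in fast and 35.3% ± 6.43 in slow. It was called higher in fast (log2 ratio 0.85), with libraries on different sides of WT, and in slow (log2 ratio 1.57), with both libraries above.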

Howe et al. (2003) showed that mutations that create a suboptimal BP sequence in the first intron of *DYN2* caused second exon skipping and that the defect was partially alleviated by slower transcription. This suggests that slow transcription provides more time for the assembling spliceosome to select the suboptimal BP (within the first intron) before transcription of the competing downstream BP (within the second intron). However, our results show that both faster and slower transcription reduces BP fidelity, with increased utilization of suboptimal BPs upstream of the annotated BP, leading to splicing of proximal cryptic 3′SSs (Fig. 3D,H; Supplemental Fig. S4).

How does transcription elongation affect splicing fidelity? The effects on splicing fidelity of changing transcription rate could reflect less efficient elimination of splicing errors as a result of perturbing cotranscriptional quality control mechanisms, such as kinetic proofreading of splicing (Hopfield 1974; Semlow and Staley 2012). Additionally, altering transcription elongation rate was reported to change multiple properties of nascent RNA and the chromatin environment around sites of active transcription, affecting alternative splicing decisions (Buratti and Baralle 2004; Dujardin et al. 2013; Saldi et al. 2016). The CTD was recently shown to form multivalent interactions with low-complexity domains in other proteins, including certain splicing factors, suggesting another mechanism by which RNAPII might affect cotranscriptional splicing, by compartmentalizing these two processes (Harlen and Churchman 2017). Therefore, a finely tuned coordination in time and space between transcription and splicing may be influenced by many factors.

The relationship that we observe between transcription elongation rate and the use of alternative/cryptic splice sites is not readily explained by a simple “window of opportunity” model, as both faster and slower transcription reduce splicing fidelity. This is more in keeping with the “Goldilocks” model in which an optimal elongation rate is required for a normal processing outcome (Fong et al., 2014). We propose that RNAPII speed may be tuned to optimize splicing efficiency and to balance fidelity with flexibility for making alternative splice site choices in yeast, as in mammals. Studies in budding yeast revealed that RP transcripts tend to be spliced faster and more cotranscriptionally than non-RP transcripts (Barrass et al. 2015; Wallace and Beggs 2017). Our data now show that the efficiency and fidelity of splicing RP transcripts are affected by altered transcription rates, especially by faster elongation, significantly more than for non-RP transcripts. Together, these observations suggest that splicing of RP transcripts is more functionally coupled to transcription than is splicing of non-RP transcripts, and may indicate that it is beneficial to splice cotranscriptionally. RPs are abundant and vital components of the translation machinery, and RP gene expression is coordinated to match cell growth rate according to the requirement for more or fewer ribosomes in rapidly or slowly dividing cells respectively (Warner 1999; Pleiss et al. 2007). Overall, the transcription and splicing of RP transcripts seem to be tuned to meet the demands of high expression without compromising quantity and quality of the spliced transcripts. It was previously proposed that there is an optimal transcription rate for splicing different introns in mammalian cells (Fong et al. 2014). In view of the greater sensitivity of RP splicing to transcription speed, we propose that, in budding yeast, the RNAPII elongation rate has evolved in tune with RP transcript splicing to optimize the expression of these highly important genes while allowing greater flexibility in splice site choice for non-RP genes. Important goals for the future will be to determine how the transcription and splicing machineries communicate and how these interactions are regulated to ensure the appropriate outcome.

## Methods

### Yeast strains and plasmids

*RPB1* (CKY690), *rpb1-G1097D* (CKY772), and *rpb1-H1085Y* (CKY691) strains were generously provided by Craig Kaplan (Kaplan et al. 2012). *UPF1* was deleted from these strains as previously described (Longtine et al. 1998), selecting *upf1::HPHMX6* transformants on hygromycin B plates (Supplemental Table S2). For 4tU labeling, strains contained pRS426–*FUI1* that encodes the uracil permease Fui1 to boost 4tU uptake by cells.

### RNA extraction

For total RNA, log phase cells were pelleted and lysed in a beadbeater (BioSpec Products) with zirconia beads (Thistle Scientific) and phenol, and then extracted with phenol:chloroform and precipitated with ethanol. For nascent RNA, 4tU was added (final concentration 100 µM) to log phase culture at OD600 of 0.8. After 1, 1.5, 2.5, 5, and 10 min, samples were snap frozen by pouring into chilled methanol sitting on dry ice, and then 4tU-labeled RNA was purified as previously described (Barrass et al. 2015). The yield of 4tU-labeled RNA was similar for all three strains (Supplemental Fig. S9), as estimated by physical measurements (NanoDrop and Agilent Bioanalyzer). For RT-qPCR analysis, equal amounts of nascent RNA were used based on incorporated 4tU. To further correct for amount of input RNA, values for pre-mRNA and mRNA were separately normalized to an intron-less transcript (*ALG9*) in the same sample.

### Native elongating transcript purification

Immunoprecipitation of RNAPII and purification of nascent RNA was performed essentially as previously described (Churchman and Weissman 2001). RNAPII was bound via TAP-tagged Rpb3 to IgG-Sepharose beads, eluted by incubation with ProTEV protease (Promega) for 90 min at 18°C, and then collected by Promega spin column. After proteinase K digestion, RNA was precipitated in ethanol.

### RT-qPCR

RT-qPCR was carried out as described previously (Alexander et al. 2010a) using oligonucleotides listed in Supplemental Table S3.

### RNA sequencing

Total RNA was extracted from log phase culture grown in YPDA and quality controlled by Agilent 2100 bioanalyzer RNA Nano-Chip. BGI (formerly Beijing Genomics Institute) performed the library preparation and strand-specific, 150 base paired-end deep sequencing on an Illumina HiSeq 4000 for two independent biological replicates per strain.

### Processing of the raw sequencing data

RNA-seq reads were mapped to *S. cerevisiae* strain S288C reference genome (version R64) with STAR, a splice-aware aligner (Dobin et al. 2013). To quantify pre-mRNA fractions, the dice-count function from the DICEseq package (Huang and Sanguinetti 2016) was used to obtain the counts for specific read classes; reads that only belong to pre-mRNA are boundary and intron reads, while reads that only belong to mature mRNA are junction reads. We define the pre-mRNA fraction as pre-mRNA reads/(pre-mRNA reads + mRNA reads).

### Estimation of SEF for novel splicing events

Alternative or novel splicing events are defined as splicing events that are within intron-containing transcripts and are not annotated in the *S. cerevisiae* annotation file from Ensembl (version R64-1-1.75). We used default settings of STAR aligner for detecting novel splice junctions. By default, STAR filters all annotated splice junctions with overhang (anchor sequence) length less than three on both sides and requires overhang sequence longer than 12 on both sides for reporting unannotated canonical splice junctions. Events supported by less than five unique reads were filtered out. The frequency of each alternative splicing event is defined as

$$\text{SEF}=\frac{\text{number of reads that align to the novel splice junction}}{\text{number of reads that align to the annotated splice junction}}.$$

### Estimation of SEF for cryptic introns in normally intron-less transcripts

Cryptic introns are those spliced from normally intron-less transcripts and are not annotated in the *Saccharomyces* annotation file. Events supported by less than five unique reads were filtered out. The frequency of splicing cryptic introns is defined as

$$\text{SEF}=\frac{\text{number of reads that align to the cryptic splice junction of the transcript}}{\text{RPKM of the transcript}}.$$

### Sequence features and prediction of SEF

To predict splicing error from sequence, we considered the following features as predictors: intron length, Delta G for intron and for BP-3′SS region, 5′SS score, 3′SS score, BP score, and frequency of 84 short sequences (1- to 3-mers) from both annotated introns and novel introns. For the splice site scores, we examined sequences between 4 nt upstream of and 7 nt downstream from the 5′SS, 16 nt upstream of and 4 nt downstream from the 3′SS, and 7 nt upstream of and 3 nt downstream from the BP. Then the motif scores were measured from the sequences of annotated and alternative introns. The position weight matrix (PWM) was calculated by the empirical frequency of each nucleotide at a certain position; for example, *p*2(*C*) = 0.3 means the weight of C at position 2 is 0.3. By assuming the positions are independent and using the empirical weights for each position, we could define the probability of seeing a certain sequence *S*_*g*_ = {*s*_*g*,1_, …, *s*_*g*,*k*_} on a gene g as

$$P(S_{g})=\overset{k}{\underset{i=1}{\prod }}p_{i}(s_{g,i}).$$

By first applying a log_2_ transformation of the probability *X*_*g*_ = log_2_ (*P*(*S*_*g*_)) and then using a linear re-scale *Y*_*g*_ = (*X*_*g*_ − min(*X*)) / (max(*X*) − min(*X*)) × 100, we have the splice score *Y*_*g*_ for each gene g, ranging from zero to 100 (Crooks et al. 2004). The delta G is a free energy score for RNA secondary structure, which is predicted by mfold v3.6 (Zuker 2003). All these features were fetched with pyseqlib (https://github.com/huangyh09/pyseqlib). In total, 176 features were used to predict the SEF scores for novel splicing events. Based on these features, a random forest regression model was trained to predict the SEF score at log_2_ scale, and threefold cross-validation was used to evaluate the prediction performance.

## Data access

All sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE99161.

## Supplementary Material

Supplemental Material

Revised Supplemental Material

# Supplementary material for: Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast
**Source:** Genome Res. 2018 Feb;28(2):203–13. doi: 10.1101/gr.225615.117
**Supplement:** Supplemental Material

Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast — Supplemental Material 

# Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast

## Supplemental Material

- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.docx
- Supplemental\_Table\_S3.docx
- Supplemental\_Figures.pdf

# Supplementary material for: Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast
**Source:** Genome Res. 2018 Feb;28(2):203–13. doi: 10.1101/gr.225615.117
**Supplement:** Supplemental Material

**Supplemental Table S2**

Genotype of the strains used in this study:

| *rpb1-G1097D* (CKY772) | *MATa ura3-52 his3∆200 leu2∆1 or ∆0 trp1∆63 met15∆0 lys2-128∂ gal10∆56 rpb1∆::CLONATMX RPB3::TAP::KlacTRP1 ∆upf1::HPH pCK876 rpb1-G1097D (T69 corrected) CEN LEU2* |
| --- | --- |
| *rpb1-H1085Y* (CKY691) | *MATa ura3-52 his3∆200 leu2∆1 or ∆0 trp1∆63 met15∆0 lys2-128∂ gal10∆56 rpb1∆::CLONATMX RPB3::TAP::KlacTRP1 ∆upf1::HPH pCK870 rpb1-H1085Y (T69 corrected) CEN LEU2* |
| *RPB1*-WT (CKY690) | *MATa ura3-52 his3∆200 leu2∆1 or ∆0 trp1∆63 met15∆0 lys2-128∂ gal10∆56 rpb1∆::CLONATMX RPB3::TAP::KlacTRP1 ∆upf1::HPH pCK859 RPB1 (T69 corrected) CEN LEU2* |

# Supplementary material for: Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast
**Source:** Genome Res. 2018 Feb;28(2):203–13. doi: 10.1101/gr.225615.117
**Supplement:** Supplemental Material

**Supplemental Table S3.**

Oligonucleotides used for RT-qPCR or RT-PCR to determine splicing status:

# Supplementary material for: Transcription rate strongly affects splicing fidelity and cotranscriptionality in budding yeast
**Source:** Genome Res. 2018 Feb;28(2):203–13. doi: 10.1101/gr.225615.117
**Supplement:** Revised Supplemental Material

Revised Supplemental Material 

# Transcription Rate Strongly Affects Splicing Fidelity and Co-transcriptionality in Budding Yeast

## Revised Supplemental Material

- Supplemental\_Figures.pdf

How the deposited data were processed for this re-analysis (not part of the article)

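RNA of 3 budding yeast strains was analysed, all without UPF1: WT RPB1, the fast mutant rpb1-G1097D and the slow mutant rpb1-H1085Y, with 2 biological replicates of each. Each library was assigned to its strain and replicate from the sample labels and the paper's methods, and all 6 were used.

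The authors made strand-specific paired-end libraries from rRNA-depleted total RNA and aligned the reads with STAR, whose version is not given in the sources used here, with default settings to the R64 (sacCer3) genome and the Ensembl annotation. They deposited 2 kinds of table for each library. The first holds raw counts of uniquely and multiply mapped split reads for every splice junction found by STAR. The second was made with the dice-count function of DICEseq and holds raw counts of reads per gene and read class for 86 RP and 226 non-RP genes. Beside these counts the authors deposited FPKM values, from which only the relative total of each library was taken (count divided by FPKM), at 1, 1.04, 1.11, 1.12, 1.19 and 1.30 relative to the first WT library, in the order WT, fast, slow. Without molecular identifiers reads can be copies of 1 molecule.

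Depth per library was 4127729 to 6863818 unique split reads and 7682741 to 11033195 reads in the read-class tables. Intervals for single shares are exact (Clopper-Pearson, 95%), and a count of 0 was given the upper limit of 3 counts. Both cover counting error only.

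Pre-mRNA reads were those on an exon–intron boundary or inside the intron, and mRNA reads those across the spliced junction. The change of their ratio was tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on 2 columns per library, with library effects and a term for read class by strain, all strains in one fit, for genes with at least 10 reads of each kind over the libraries. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Class medians of the log2 ratio of the pre-mRNA fraction were tested by two-sided sign-flip permutation over genes and by permutation of class labels, with 100000 permutations each. Genes without a defined fraction were left out there, 8 non-RP genes in fast and 7 in slow. Gene lists were tested with camera (preset correlation 0.01, then an estimated one) and fry of limma 3.58.1. The levels of junction reads and of pre-mRNA reads were tested with edgeR after TMM scaling and its default filter on low counts, a filter set after the tables were seen. DESeq2 1.42.0 was run as another tool, and its adjusted p was undefined for 15 non-RP genes in fast.

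Unannotated splicing events were junctions that share 1 end with an annotated nuclear intron, lie within 1000 nt of its other end, have GT-AG or GC-AG ends and have at least 5 unique reads in both libraries of 1 or more strains. SEF is their unique reads over those of the annotated junction. Events were compared with WT by two-sided Fisher's exact test on reads summed over the 2 libraries of a strain (p under 0.01 and false discovery rate under 0.03), and across libraries by edgeR and DESeq2. The WT comparison of RP with non-RP events uses the events with WT reads. Correlations across transcripts are Pearson's r and Spearman's rho with permutation p-values. Splice site and branch point scores are log2 position weight matrix scores of the annotated introns (pseudocount 0.5), rescaled from the lowest to the highest score among the annotated and unannotated introns, with branch point positions from Supplemental Table S1, 6 of which lie over 100 nt from the annotated 3′SS and were kept unless said otherwise. Folding energies were computed with RNAfold 2.7.2 in place of mfold. The random forest used scikit-learn 1.9.0 with 200 trees, 180 features, 3-fold cross-validation and 5 seeds, on log2 of the mean SEF. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

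Cryptic introns share no end with an annotated junction. Their reads were set against all annotated junction reads of the same libraries by Fisher's exact test at p under 0.01, since the RPKM of the host is not in these tables. A host was assigned within 300 nt of its coding region, and introns with at least 8 identical bases at both ends were marked, both of which were set after the tables were seen. Coordinates are those of R64, 1-based.

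The groups, tests, thresholds and gene lists, the alternatives named as such in the closing section and the rule for named genes were fixed before the data were examined, except where a choice is said to have been added later. The rule names every gene or event that the paper names in its text or in Fig. 2A, Fig. 2C, Fig. 4C and Fig. 5, apart from items that are not reported here. It adds, for each mutant and direction, the 8 genes with the largest change of the pre-mRNA to mRNA ratio past the threshold with both mutant libraries on the same side of both WT libraries. It also adds, for each mutant, class and direction, the 4 called events with the largest change of SEF and both libraries on the same side, and the members of the gene lists that pass a test. Values in Supplemental Table S1 had been seen when this rule was written. Events with no read in WT have no finite change and were ordered by the lower bound of their fold, which was decided after the data were seen. The lists were RP genes (by symbol), the transcripts of the paper's RT-qPCR, hosts of intronic snoRNAs, autoregulated genes, and genes of the actin cytoskeleton, vesicle traffic, ubiquitin and proteasome, RNA processing and export, mitochondrial proteins and meiosis. By their symbols RPP1B and ASC1 fall among non-RP genes. The read-class tables also hold 3 mitochondrial genes and 45 genes joined by a frameshift, which were kept.

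The gene and event tests were tested on simulated data drawn from these libraries. With 50 of 250 genes changed, edgeR recovered 5.95, 40.0 and 98.7% of changes of 0.5, 1 and 2 in the log2 ratio of pre-mRNA to mRNA between fast and WT, and called 0.300% of unchanged genes. For the 278 events, it recovered 6.10, 20.0 and 55.7% of log2 changes of 1, 2 and 3 with 50 events changed. Fisher's exact test recovered 58.8, 82.9 and 89.6% of them with reads that vary by counting error only, and called 7 of 1140 unchanged events there, and 0 of 1390 with no event changed. With the spread fitted between libraries it called 28.7% of events with no change, 79.8 of 278 per run. On 200 cryptic introns, again with counting error only, it recovered 37 of 50 changes of 2 on the log2 scale and called 1 of 150 unchanged introns.

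Alternatives covered the tool, scaling, filters on low counts, read classes, motifs, pseudocounts, the event set of Supplemental Table S1, thresholds, denominators, folds, the replicate number as a block and leaving out each library in turn. Mitochondrial junctions and multiply mapped reads were left out of SEF. The RT-qPCR and other experiments of the paper outside these libraries were not analysed here.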

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

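The tests of library spread among the called events, of class behind intron length, of poly(A) selection and of introns before coding regions were chosen only after the result was seen.

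Junctions before the coding regions of RPS26A and RPL29, a pair of genes that the paper's text does not name, held strong signals. RPS26A, for a small-subunit protein, has one of 368 nt on chromosome VII from 148599 to 148966, ending 10 nt before its coding region. It had 1163 ± 57.1 reads per 1000000 annotated junction reads (RPM; SD, n = 2) in WT, 5916 ± 20.4 in fast and 947 ± 35.1 in slow, a log2 ratio of 2.35 in fast, with both fast libraries above both WT libraries. RPL29, for a large-subunit protein, has one of 331 nt on chromosome VI from 223441 to 223771, with 5227 ± 4.43 RPM in WT, 11135 ± 132 in fast and 4780 ± 341 in slow, a log2 ratio of 1.09 in fast. The U3 snoRNA, which the paper does not analyse, took 4.70% ± 0.208 of annotated junction reads in fast, above 2.90% ± 0.0877 in WT in both libraries, and 3.36% ± 1.09 in slow.

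Fisher's exact test on summed reads called many events in each mutant, and libraries of 1 strain also differed. In fast the lowest of 4 single-library comparisons with WT called 128 events and the highest of 3 comparisons within a strain 104 (SD 9.45). Events were kept for 5 reads in both libraries of 1 or more strains. This limits differences within the selecting strain and admits events without a WT read. Among the latter, 21 RP and 12 non-RP events were called in fast on summed reads. These pairs therefore do not settle whether library spread was the whole cause in fast. In slow the lowest was 106, within that SD of 104, so that library spread and the mutation cannot be told apart from these pairs. Selection of events by their reads in a mutant library stays open for the excess of higher RP events in fast, which was 57.1% (24 higher and 18 lower, exact binomial p = 0.441) among events with 5 reads in both WT libraries, a minimum that favours lower calls, and 73.1% (19 and 7, exact binomial p = 0.0290) among those with 5 reads in all 6 libraries. Annotated junctions with 10 to 200 reads differed between replicates 1.51 times as much as unannotated ones (mean chi-square 13.5 over 37 pairs against 8.94 over 561, 95% bootstrap interval of the ratio 1.082 to 1.97). Annotated reads were set against library totals, and unannotated reads against the annotated junction of their intron. Differences of transcript level therefore enter only the annotated value, and the ratio cannot tell whether the spread comes from several reads copied from 1 molecule. An effect of elongation rate on the called events remains among the open explanations.

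SEF fell with annotated junction reads in WT, with r = −0.870 over 135 introns when the unannotated reads of each intron were summed and divided by its number of events. With unannotated reads shuffled among introns 10000 times the median was −0.828 and the 2.5th percentile −0.859, which by the bound written beforehand argues against the denominator as the whole cause. That shuffle kept the number of events of each intron, and one among single events, added afterwards, gave a median of −0.852 (−0.880 to −0.819), a range that holds the observed value, so that bound was too strict and the denominator could account for most of the correlation. The correlation of intron length with SEF, −0.659, was −0.0786 after adjustment for class (permutation p = 0.340), consistent with a difference between RP and non-RP transcripts behind it. Which property of RP transcripts goes with their lower SEF was not tested and stays open.

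Mitochondrial split reads were nearly absent from both slow libraries. Exon reads of the 3 mitochondrial genes in the read-class tables were 0.4998 and 0.509% of the WT mean in slow and 80.02 and 101% in fast, consistent with a loss of mitochondrial transcripts as a whole and not of their splicing alone. Stronger selection of polyadenylated RNA is argued against by the share of U3 snoRNA, 89.5 and 143% of the WT mean in the slow libraries. Loss of mitochondrial DNA in this strain's cultures and an effect of the slow polymerase stay open, and neither was tested.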

How the results depend on the processing

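The alternatives that scale by all reads of a library, leave out frameshift genes, count reads over the whole intron, fit RP and non-RP genes apart, use DESeq2 for events, leave out events that differ between replicates, use log10 of intron length, leave out introns with identical ends, ask for 5 reads in both WT libraries or in all 6 libraries, use branch points at most 100 nt from the 3′SS or count all RP paralog pairs were chosen only after the result was seen. Over all results, 421 of 581 values under other settings and 526 of 683 with a library left out kept their direction and their side of the threshold, or stayed within the spread or 1.5 times that holds for values and counts without a test, and 15 sign changes between values that do not pass are counted among these. For comparisons the numbers were 277 of 360 and 287 of 323, and for single genes and events 144 of 221 and 239 of 360. The numbers for comparisons, and so those over all results, include settings that cannot change a result. An example is a slow library left out where Fisher's exact test compares fast with WT. These shares are therefore no measure of how robust the results are. Of 51 values of named events, 27 were no longer called by DESeq2 and 44 by edgeR, while adding 1 read to every count left all 51 on their side of the threshold. Of 34 named gene values, 33 kept their side by DESeq2 and 29 with boundary reads alone. Of the 26 gene values that were also fitted with a library left out, 24 lost their call without the first WT library and 24 without the second. With a library left out, its strain has 1 library, which is assumed to vary like the others. The cause of the changes given here was not tested, except that a left-out library takes away reads and degrees of freedom. In slow, TAD3 skipping rests on 29 reads of 1 library and has no value without it.

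For the ratio of pre-mRNA to mRNA, the 23 genes called in fast and 1 in slow became 39 and 9 by DESeq2. With a library left out they ranged from 0 to 18 in fast and from 0 to 1 in slow. They were 0 in each mutant without either WT library, 10 in fast without the second fast library, and 11 in fast and 0 in slow without either slow library (edgeR, with 42 genes in fast and 24 in slow at an unadjusted p under 0.05 without the first WT library, and 48 and 23 without the second). Apart from the block, the other settings gave 18 to 24 calls in fast and 1 in slow. The median of non-RP transcripts in fast was −0.12 on the scale of odds (permutation p = 0.121) and −0.10 to −0.04 with a library left out, where it lost its call without the second WT library (−0.050, permutation p = 0.216) and without the first fast library (−0.044, permutation p = 0.153). The medians of RP transcripts in fast and of both classes in slow kept their calls under every setting.

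For levels, the median log2 change of pre-mRNA reads in fast was −0.013 with the size factors of DESeq2 and by DESeq2, −0.227 relative to annotated junction reads, −0.065 without TMM, −0.127 relative to all reads and −0.019 without frameshift genes, and −0.023 to 0.0039 with a library left out. In slow it was 0.0026 with those size factors and by DESeq2, 0.135, 0.346, −0.370 and 0.038 in the same order, 0.092 with genes of at least 1 read, and 0.010 to 0.053. The median of junction reads in fast was 0.039 with those size factors, 0.040 by DESeq2, −0.220, 0.083 and −0.139 for the same 3 scalings, 0.034 with genes of at least 1 read, and −0.029 to 0.064 with a library left out. In slow it was 0.391, 0.327 and −0.114 for these scalings. Scaling to all reads left 5 genes called for pre-mRNA reads in fast, and 24 and 73 called for junction reads in fast and slow, and scaling to annotated junction reads left 32 called for pre-mRNA reads in slow. With a library left out, genes called for pre-mRNA reads in slow ranged from 20 (without the first slow library) to 64, with 25 and 35 without the first and second WT library. Genes called for junction reads ranged from 36 (without the first WT library) to 60 in fast, with 42 without the second fast library, and from 52 (without the first WT library) to 117 in slow, with 74 without the first slow library. The correlation of both changes in fast was 0.035 with genes of at least 1 read, 0.059 without frameshift genes, and from 0.017 (without the second fast library) to 0.145 (without the first WT library), with 0.039 without the first fast library. In slow it was 0.486 with genes of at least 1 read and 0.443 (without the second slow library) to 0.689.

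Libraries of the same replicate number did not clearly deviate together. Deviations of same-numbered libraries from their strain correlated by −0.0372, −0.124 and 0.0295 in the ratio of pre-mRNA to mRNA (WT and fast, WT and slow, fast and slow). In the same order they correlated by −0.135, −0.372 and 0.108 in junction reads, and by 0.0588, −0.0536 and 0.0508 in SEF. The −0.372 means that WT and slow libraries of unlike number deviated together in junction reads. Whether these libraries share a batch was not tested, and a block on the number would not remove it. With the number as a block, edgeR called 33 genes in fast and 0 in slow for the ratio (40 at an unadjusted p under 0.05 in slow, 9 called by DESeq2 without the block). The correlation of both level changes in fast was 0.047 and the median of pre-mRNA reads in slow 0.069 in that fit. For events, edgeR with the block called 0 in every class, with 19 RP and 11 non-RP events in fast and 14 and 7 in slow at an unadjusted p under 0.05.

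For events with an SEF different from WT, edgeR called 0 in every class (29 RP and 16 non-RP events in fast and 23 and 10 in slow at an unadjusted p under 0.05), and DESeq2 called 16 and 7 in fast and 3 and 2 in slow. Fisher's exact test passed in both replicate numbers for 40 RP and 15 non-RP events in fast and 22 and 14 in slow. Of these, 80% of the non-RP events in fast (exact binomial p = 0.0352) and 81.8% of the RP events in slow (exact binomial p = 0.0043) were higher. Without events that differ between replicates, 38, 17, 27 and 11 were called in that order. A false discovery rate under 0.001 left 33 non-RP events in slow, and a minimum of 10 reads left 52 alternative 5′SSs. Single events turned with 1 library. The log2 ratio of IWR1 in fast ranged from −0.53 (without the second fast library) to 0.54 (without the first), and that of SPT14 from −1.31 (without the first fast library) to 0.24 (without the second) in fast and from −0.87 (without the first slow library) to 0.67 (without the second) in slow. APE2 in slow ranged from −0.23 (without the second slow library) to 0.67 (without the first).

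The correlation of SEF with the branch point score was −0.291 with at least 10 reads per event (permutation p = 0.0113), −0.362 with branch points at most 100 nt from the 3′SS (permutation p = 4.90e-04), and −0.207 (without the first WT library, permutation p = 0.0485) to −0.199 with a library left out. The higher SEF of the shorter intron held in 5 to 7 of 7 RP paralog pairs, with 5 without the second slow library (exact sign test p = 0.453), in 6 of 6 with at least 10 reads, and in 3 of 3 without events that differ between replicates (exact sign test p = 0.25). Over all RP paralog pairs with events in both copies it held in 11 of 22 (exact sign test p = 1). TAD3 skipping in slow had a log2 ratio of 0.98 relative to exon 2 to exon 3 reads (Fisher's exact test p = 0.0544), and 0.91 (without the first WT library, p = 0.185) to 1.99 with a library left out. The random forest gave r = 0.768 with 10 folds and 0.665 with the events of a transcript kept together. Cryptic introns called in fast and slow numbered 236 and 185 with 5 reads in 1 WT library, of which 11.4 and 28.1% were higher, and 45 and 51 with 5 reads in both WT libraries (37.8 and 58.8% higher), minimums on WT reads that favour lower calls. They numbered 24 and 32 with 5 reads in all 6 libraries (62.5 and 87.5% higher, exact binomial p = 0.307 and 1.93e-05), 59 and 47 relative to the RPKM of Supplemental Table S1 (61.7% higher in slow, exact binomial p = 0.144), and 5 and 2 by edgeR (100% higher in each).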

Differences from the paper's values

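Leaving out events that differ between replicates, keeping events or introns by their reads in WT or in all 6 libraries, and using branch points at most 100 nt from the 3′SS, were tests chosen only after the result was seen.

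In the fast mutant the paper reports 57 RP events with an SEF different from WT, and 91 were called here at its thresholds. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with at least 10 reads (62), a pseudocount of 1 (83), a false discovery rate under 0.001 (70), Fisher's exact test in both replicate numbers (40), without the first WT library (80) and without the second (83). It did not with the events of Supplemental Table S1 (87), multiply mapped reads or all motifs (91 each), without the first fast library (88), without the second (86), without either slow library (91 each), or by edgeR with or without a block (0, with 19 and 29 at an unadjusted p under 0.05; DESeq2 called 16). Leaving out events that differ between replicates gave 38, also within 1.5 times, and was chosen after seeing the values. Events with 5 reads in both WT libraries gave 24 higher and 18 lower, a selection that favours lower calls, likewise within it and likewise chosen after seeing the values. Supplemental Table S1 carries no calls, so that how many of the paper's called events these drop could not be counted. Among non-RP events in fast the paper reports 26, and 58 were called here, and none of the 15 alternatives set before the data were examined came within 1.5 times, from 15 in both replicate numbers and 41 with at least 10 reads or with the events of Supplemental Table S1 to 67 without the second fast library, apart from 0 by edgeR with or without a block (11 and 16 at an unadjusted p under 0.05; DESeq2 called 7). In the slow mutant the paper reports 48 RP events, and 80 were called here. The count came within 1.5 times with at least 10 reads (62), a false discovery rate under 0.001 (56), without the first WT library (67) and without the first slow library (71). It did not with the events of Supplemental Table S1 (77), multiply mapped reads or all motifs (80 each), a pseudocount of 1 (74), in both replicate numbers (22), without the second WT library (82), without either fast library (80 each), without the second slow library (79), or by edgeR with or without a block (0, with 14 and 23 at an unadjusted p under 0.05; DESeq2 called 3).

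For WT, the paper gives SEFs of RP transcripts from 1 in 100000 up to 1 in 250, and single RP events here ranged from 1 in 193794 to 1 in 5.706. For non-RP transcripts the paper's lowest value is 1 in 100, and the lowest here was 1 in 9182. The paper names events of higher frequency apart from its ranges. No alternative was run for these values.

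The paper's random forest gave a correlation of 0.804 between observed and predicted SEF, and the value here was 0.754. None of its 8 alternatives set before the data were examined reached the paper's value, at 0.768 with 10 folds, 0.665 with the events of a transcript kept together and 0.745 to 0.752 with a library left out.

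For the correlation of SEF with annotated junction reads, the paper's r is about −0.85 in WT and about −0.82 in slow (Fig. 2D, read by eye), against −0.870 and −0.835 here. Of 11 alternatives set before the data were examined, the WT value fell on the paper's without the first WT library (−0.852) and under no other, and the slow value with the events of Supplemental Table S1 (−0.818) and with a pseudocount of 1 (−0.817) and under no other. For the intron features, the paper's r is about 0.51 for folding energy per nt (Fig. 4A, read by eye), about −0.74 for intron length (Fig. 4B, read by eye), about −0.59 for the 3′SS score (Fig. 4D, read by eye), about −0.4 for the branch point score (Fig. 4E, read by eye) and about −0.06 for the folding energy from branch point to 3′SS (Fig. 4F, read by eye). The values here were 0.417, −0.659, −0.558, −0.203 and 0.075. None of the 11 alternatives of each reached the paper's value. The nearest were 0.467 with at least 10 reads for folding energy, −0.722 with the events of Supplemental Table S1 for length, −0.583 with at least 10 reads for the 3′SS score, −0.291 with at least 10 reads for the branch point score and 0.041 with at least 10 reads for the last. With branch points at most 100 nt from the 3′SS, chosen after seeing the values, r was −0.362 for the branch point score and −0.012 for the last.

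The paper states that mRNA levels are lower in fast and higher in slow. Here RP junction reads were lower for 66 of 86 transcripts in slow (edgeR; 50 with scaling by all reads), and non-RP junction reads in fast were higher for 21 and lower for 9 (5 and 5 with scaling by all reads). Junction reads of RP transcripts in fast (29 lower and 6 higher) and of non-RP transcripts in slow (38 higher and 9 lower) ran the paper's way. Of those 38, 13 were retrotransposon genes joined by a frameshift, and without all frameshift genes 48 were higher and 6 lower. With scaling by all reads 17 non-RP genes were higher and 6 lower in slow, and 10 of the 17 were retrotransposon genes. For RPL13B the paper places the branch point nearer to the one of its 2 alternative sites that is closer to the annotated 3′SS, and here it lies 20 nt from that site and 12 nt from the other. The paper states that 3′SSs and 5′SSs have similar SEFs, and in non-RP transcripts their medians were 2.74 and 0.939% (permutation p = 0.0246), whereas in RP transcripts the ratio was 1.16 (permutation p = 0.721). It states that RP events are more sensitive to elongation rate, which in slow was 53.0 against 46.5% of events (Fisher's exact test p = 0.336) and in fast 60.3 against 45.7% (p = 0.0162).

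The SEC14 site, which the paper names as equal in the strains, was called higher in fast (log2 ratio 0.24, Fisher's exact test p = 4.63e-04) with libraries on both sides of WT. APE2, which the paper names as not raised, was called higher in slow (log2 ratio 0.33, Fisher's exact test p = 0.0043), with −0.23 without the second slow library and 0.27, not called, without the second WT library. PRP5 and MRM2, named as insensitive, were called higher in slow (log2 ratios 0.62 and 0.63, Fisher's exact test p = 4.21e-36 and 8.79e-09) and were not called in fast. edgeR did not call them in slow (adjusted p = 0.171 and 0.231). Annotated RP introns in slow had a median log2 ratio of −0.04 relative to annotated junction reads and −0.56 relative to all reads. The denominator can thus account for most of the rise of PRP5 and MRM2. The paper divided reads of cryptic junctions by the RPKM of the transcript, which is another measure. The paper states a greater effect of the 3′SS score within RP genes, and the difference of slopes here had a permutation p of 0.0505. It states a correlation of the branch point score with SEF past its threshold, and here the permutation p was 0.0533 for r, 0.0113 with at least 10 reads, 0.0485 without the first WT library, 4.90e-04 with branch points at most 100 nt from the 3′SS, and 4.80e-04 for Spearman's rho. It states a higher folding energy of RP introns used more in either mutant, and the adjusted p here was 0.217 in fast and 0.0166 in slow. It states that cryptic introns rise in each mutant, as 65 of 97 called introns in fast and 76 of 99 in slow did here. Introns can enter this set through a mutant alone, which favours higher calls. With at least 5 reads in 1 WT library, a minimum that favours lower calls, 11.4 and 28.1% of the called introns were higher. With at least 5 reads in all 6 libraries 62.5% were higher in fast (exact binomial p = 0.307) and 87.5% in slow (p = 1.93e-05), and relative to the RPKM of Supplemental Table S1 29 were higher and 18 lower in slow (exact binomial p = 0.144). The paper reports no exon skipping in RPL7A and RPL7B, for which the files list 9 reads in the first WT library and 3 in the second fast library, and 7 and 1 in WT.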

Other observations

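All comparisons and tests in this part were chosen only after the result was seen.

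Several RP genes have an intron in the 5′ untranslated region that the annotation of the deposited files does not list. Introns that end 0 to 15 nt before a coding region and have at least 500 reads in every library numbered 15 in 13 RP genes and 3 in non-RP genes. Relative to annotated junction reads, 13 of the 15 lay above both WT libraries in both fast libraries and none lay below, with a median log2 ratio of 0.56 (0.07 to 2.35). The numbers 13 and none also held relative to all split reads (median 0.53) and to all reads of the library (median 0.64). RPL32 and the shorter of the introns of RPS25A, at 0.07 and 0.09, had fast libraries on both sides of WT. Beside RPS26A and RPL29, the higher ones included RPL24B (log2 ratio 0.78; chromosome VII from 787787 to 788178), with 3497 ± 203 RPM of annotated junction reads (SD, n = 2) in WT and 6009 ± 212 in fast, RPS29B (0.68), RPS8A (0.68), RPS26B (0.59), RPL24A (0.56), RPS8B (0.53), RPS29A (0.44) and RPS25B (0.41), genes for proteins of either ribosomal subunit. In RPS22B the introns of 550 and 557 nt had 0.55 and 0.58. The 90 annotated introns of RP genes had a median of −0.04 on the same scale, with 28 above both WT libraries and 39 below and the highest at 0.52. The difference of the medians was 0.60 (two-sided permutation over introns, p = 1e-05, the smallest the permutations can give), and 0.58 relative to all reads. These are reads of a junction relative to other junctions, so that a change of transcript level and one of splicing are not separated, and paralogs among these genes may share reads.

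In slow the same RP introns lay above both WT libraries in 2 cases and below in 8, with a median log2 ratio of −0.12, and relative to all reads of the library below in all 15, with a median of −0.65. Their difference from the annotated RP introns was −0.08 (two-sided permutation p = 0.137), and −0.09 relative to all reads (p = 0.0883). On the scale of all reads the 90 annotated RP introns also all lay below both WT libraries in slow, with a median of −0.56. The non-RP introns of this kind were those of COX4, for a subunit of cytochrome oxidase, SIM1 and SUN4, a pair of related cell wall proteins. In fast they lay below both WT libraries under each of the 3 scalings, with log2 ratios of −0.25, −0.42 and −0.56 relative to annotated junction reads. In slow their libraries lay on both sides of WT, except that 1 lay above relative to all split reads and all 3 below relative to all reads.

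The read-class tables hold 42 genes of retrotransposons that encode the Gag-Pol polyprotein, whose coding parts are joined by a ribosomal frameshift. Among 27 with enough junction reads, edgeR with TMM scaling called 13 higher and none lower in slow, with a median log2 change of 1.52 (10 higher and a median of 1.35 with scaling by all reads). In fast it called 3 higher and none lower, with a median of 0.03 (1 higher and a median of −0.12 with scaling by all reads). These genes occur in many similar copies, so that reads may be shared between them, and slow libraries also held the most multiply mapped split reads.

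Exon reads of the 3 mitochondrial genes came to 5840 and 7026 per 1000000 reads of these tables in WT, 5148 and 6470 in fast and 32.2 and 32.7 in slow.

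Some cryptic introns had no read in WT. That of PEX4, for a peroxisomal ubiquitin-conjugating enzyme (chromosome VII from 756948 to 757152), had 119 and 115 reads in fast and none in slow, at least 67.0-fold higher in fast against 3 reads over both WT libraries. That of EST1, for a subunit of telomerase (chromosome XII from 609403 to 609496), had 47 and 78 reads in fast and 24 and 36 in slow, at least 35.8-fold and 23.4-fold higher. That of ADE2, of adenine synthesis (chromosome XV from 565946 to 566193), had 69 and 85 reads in fast and 16 and 37 in slow, at least 44.1-fold and 20.7-fold higher. Whether the strains differ in sequence at these places was not tested. In RBS1, an intron of 99 nt (chromosome IV from 122078 to 122176) had a log2 ratio of 0.91 in slow, with both libraries above WT, and 0.11 in fast, with libraries on both sides.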
